# Tissue context determines the penetrance of regulatory DNA variation

**DOI:** 10.1038/s41467-021-23139-3

**Published:** 2021-05-14

**Authors:** Jessica M. Halow, Rachel Byron, Megan S. Hogan, Raquel Ordoñez, Mark Groudine, M. A. Bender, John A. Stamatoyannopoulos, Matthew T. Maurano

**Keywords:** Computational biology and bioinformatics, Functional genomics, Systems biology

## Abstract

Functional assessment of disease-associated sequence variation at non-coding regulatory elements is complicated by their high degree of context sensitivity to both the local chromatin and nuclear environments. Allelic profiling of DNA accessibility across individuals has shown that only a select minority of sequence variation affects transcription factor (TF) occupancy, yet low sequence diversity in human populations means that no experimental assessment is available for the majority of disease-associated variants. Here we describe high-resolution in vivo maps of allelic DNA accessibility in liver, kidney, lung and B cells from 5 increasingly diverged strains of F1 hybrid mice. The high density of heterozygous sites in these hybrids enables precise quantification of effect size and cell-type specificity for hundreds of thousands of variants throughout the mouse genome. We show that chromatin-altering variants delineate characteristic sensitivity profiles for hundreds of TF motifs. We develop a compendium of TF-specific sensitivity profiles accounting for genomic context effects. Finally, we link maps of allelic accessibility to allelic transcript levels in the same samples. This work provides a foundation for quantitative prediction of cell-type specific effects of non-coding variation on TF activity, which will facilitate both fine-mapping and systems-level analyses of common disease-associated variation in human genomes.

## Abstract (web summary)

The functional consequences of variation in human regulatory DNA depend on the local chromatin environment and the cell/tissue context. Here the authors use highly diverged hybrid mice to study genetic effects on DNA accessibility in vivo across multiple cell and tissue types.

## Introduction

Systematic census of *cis*-regulatory elements using genome-wide profiling of DNA accessibility to the endonuclease deoxyribonuclease I (DNase I) has a critically informed understanding of tissue-specific gene regulation^1^ and the genetics of common human diseases and traits^2^. But these maps provide only indirect evidence for the function of regulatory DNA and cannot address the effects of sequence variation therein. Regulatory element function depends on both genomic and cellular context, which cannot be easily recapitulated in reporter assays^3^. Profiling of DNA accessibility or protein occupancy at polymorphic sites represents a genome-scale approach to assessing local effects of regulatory variation in context^4–8^. However, this approach is limited by low sequence diversity in an individual human genome and the difficulty of accessing many disease-relevant cell types. Recognition of functional human sequence variants has thus been impeded by the lack of large-scale datasets assaying function at their endogenous context in vivo.

The laboratory mouse Mus musculus and related species have long been a key model for human disease and genome function^9,10^. Given the near-complete conservation of transcriptional regulatory machinery with humans, mouse transgenic experiments have been foundational in the understanding of human genetics and gene regulation^11,12^. The availability of mice from divergent strains/species offers a rich trove of genetic diversity dramatically exceeding that in human populations^9^, and with potential access to a variety of tissues and cell types including developmental timepoints^13^. Genomic approaches have linked many of these DNA sequence changes to altered transcription factor (TF) binding^14,15^, chromatin features^16,17^, gene expression^18–20^, and protein levels^21^, and further dissection of molecular traits is highly complementary to high-throughput knockout phenotyping studies^22,23^.

DNase I-hypersensitive site (DHS) maps in mouse tissues show substantial divergence in regulatory DNA compared to human DHSs^2,24^, suggesting that studies of human *cis*-regulatory variation cannot directly incorporate analyses of orthologous mouse loci. Past work has shown that genetic effects on chromatin features can be modeled using TF-centric analysis^4,5^. The high conservation of *trans*-regulatory circuitry suggests that such a TF-centric approach might be able to leverage the power of mouse genetics for the interpretation of human *cis*-regulatory variation.

Here we describe high-resolution maps of allelic DNA accessibility in 4 cell and tissue types across a series of F1 hybrid mice derived from the inbred lab-derived and wild-derived strains and species. These maps reveal genetic effects on DNA accessibility which are moderated by cell and tissue context. We use these maps to derive sensitivity profiles for hundreds of TFs, facilitating the prediction of functional noncoding polymorphism across mammalian genomes. Finally, we use matching RNA-seq data to assess the correlation between accessibility and expression levels.

## Results

### Allelic analysis of DNA accessibility

We analyzed hybrid, fully heterozygous F1 mice resulting from a cross of the reference C57BL/6J with five diverged strains or species: 129S1/SvImJ, C3H/HeJ, CAST/EiJ, PWK/PhJ, and SPRET/EiJ. We mapped DHSs in four diverse cell and tissue types, including whole kidney, liver, lung, and B cells purified from femoral bone marrow (Fig. 1a, b). We selected the highest-quality samples for deep paired-end Illumina sequencing-based on fragment length distribution (Fig. 1c, Supplementary Fig. 1) and high signal-to-noise demonstrated by a mean Signal Portion of Tags (SPOT) score of 60% (Supplementary Table 1). A total of 67 samples were sequenced to an average of 203 M reads each, including at least 2 replicates per condition (median = 3 replicates) (Supplementary Table 1). 

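DNase-seq maps open chromatin by sequencing the ends of fragments released from nuclei by DNase I. The samples formed 20 conditions, each 1 of 5 F1 hybrids in 1 of 4 cell and tissue types, and comprised 138 libraries. Each condition held 2 to 6 samples, with 17 samples in liver, 17 in kidney, 15 in lung and 18 in B cells. Computed from the values per sample in Supplementary Table 1, the mean was 202.552 M sequenced reads per sample, with a median of 173 M and a range of 9 to 705 M. The authors mapped the reads to mm10 with BWA, kept unique alignments on the autosomes and chromosome X, pooled all samples of a strain and tissue, and called DHS hotspots with hotspot2. The deposited files therefore hold 1 set of hotspots per condition, with the position of each hotspot and its −log10 FDR, which has a ceiling of 100. Because replicates were pooled, the spread between replicates could not be measured, and the 5 hybrids of a tissue served as its repeats. The pooled analyzed reads per condition, given in Supplementary Table 2, ran from 239.4 to 617.2 M in liver, 127.8 to 405 M in kidney, 170.0 to 543.3 M in lung and 173.7 to 394.5 M in B cells. All hotspots were used as deposited. Positions are in mm10, counted from 1, and gene annotations are from GENCODE vM21. The files hold no reads per allele, so allelic imbalance is not analysed here.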

We developed a stringent mapping procedure requiring high mappability to both the reference and a customized strain-specific genome incorporating known single nucleotide variants (SNVs) and indels^22^ (Methods). Replicate samples exhibited a median correlation in DNaseI cleavage density at DHSs of 0.93 (Supplementary Fig. 2).

**Fig. 1:**
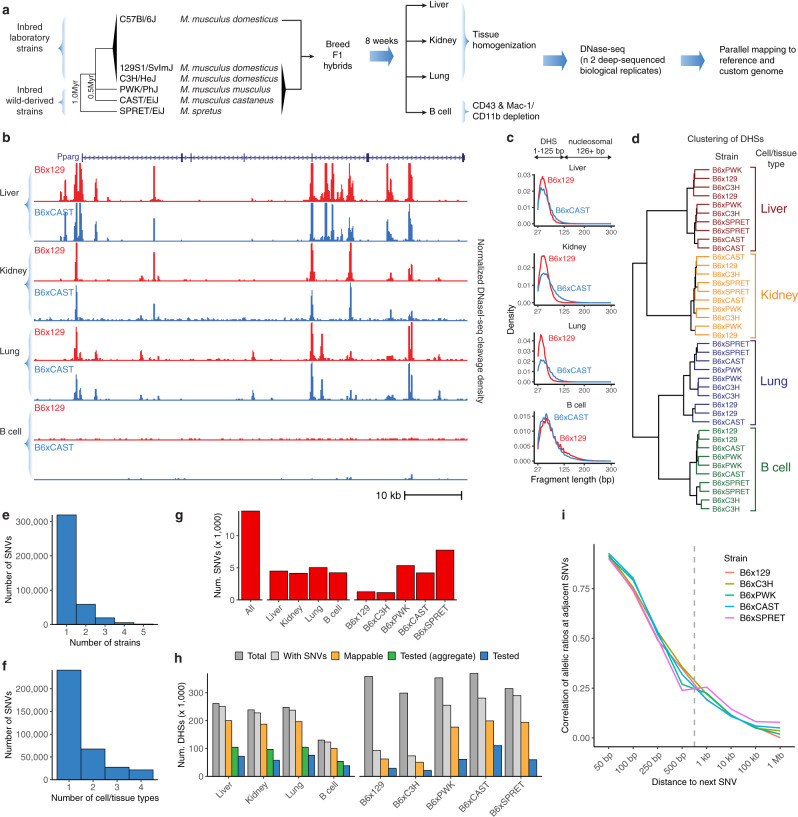
Allelic analysis of DNA accessibility in hybrid mice from diverged strains. **a** Overall schematic of experiment **b**. DNase-seq profiles at the Pparg locus in liver, kidney, lung tissue, and B cells from F1 crosses of C57Bl/6J dams with 129/SvImJ and CAST/EiJ sires. **c** Fragment length distribution of samples showing high-quality libraries comprising non-nucleosomal fragments. **d** Hierarchical clustering of DHSs from high-depth samples. **e**–**f** Counts of SNVs shared across strains (**e**) and cell types (**f**). **g** Counts of imbalanced SNVs (FDR 10%). Counts are reported in aggregate across all data sets (left), by cell type (middle), and by parental strain (right). **h** Summary of the master list of DHSs overlapping SNVs from all strains. Counts include all DHSs (dark gray), DHSs with SNVs (light gray), DHSs passing mappability filters (orange), DHSs with sufficient coverage to test for imbalance across all data sets (green) and in individual cell types or strains (blue). Counts include only autosomal DHSs. **i** Pearson correlation of allelic ratios at adjacent SNVs broken down by distance to next SNV. The dashed line represents the median width of DHS hotspots overlapping SNVs in this study.

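Pparg (ENSMUSG00000000440) lies on the forward strand of chromosome 6 of mm10, from 115360951 to 115490399. The region examined reached from 115350951 to 115491399. In B6x129, this region held 30 hotspots in liver, 22 in kidney, 28 in lung and 5 in B cells. In B6xCAST, it held 29 hotspots in liver, 17 in kidney, 28 in lung and 7 in B cells. The hotspots covered 20941 bp in B6x129 liver and 606 bp in B6x129 B cells, and 12646 bp in B6xCAST liver and 1217 bp in B6xCAST B cells. In each of these hybrids, B cells thus had the fewest hotspots. In B6x129 liver, a hotspot from 115360687 to 115362500 spanned the first exon of transcript Pparg-202, and another from 115420603 to 115422399 spanned that of Pparg-201. The number of hotspots has no replicates within a condition.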

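Master lists were rebuilt from the hotspots of the autosomes by merging hotspots of the 5 hybrids that overlapped by at least 1 bp. The merged list held 377787 DHSs in liver, 323504 in kidney, 360211 in lung and 202559 in B cells. Of these, 41.1% in liver, 35.4% in kidney, 41.6% in lung and 48.9% in B cells had a hotspot in 1 hybrid only. Requiring a hotspot in 2 or more hybrids left 222617 DHSs in liver, 208931 in kidney, 210495 in lung and 103549 in B cells. With the 75000 highest-scoring hotspots of each condition, which moved the lists most, the list held 95991 DHSs in liver and 100478 in B cells. Merged over the tissues of 1 hybrid, the list held 485895 DHSs in B6x129, 364603 in B6xC3H, 488631 in B6xCAST, 442038 in B6xPWK and 370013 in B6xSPRET. Mappability and SNVs were not part of these counts.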

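Over the 3925513 hotspots of the 20 conditions, the median width was 265 bp, and the middle 50% of hotspots were between 164 and 412 bp wide. The median was 273 bp in liver, 270 bp in kidney, 250 bp in lung and 273 bp in B cells. Leaving out each hybrid in turn gave medians between 264 and 267 bp. Among the 75000 highest-scoring hotspots of each condition the median was 454 bp, the largest of the alternatives set before the data were examined. Hotspots wider than 700 bp made up 10.7% of all hotspots and 36.1% of the base pairs covered. Overlap with SNVs was not used as a filter.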

We identified an average of 196,276 DHS hotspots (FDR 5%) in each condition using the program hotspot2^1^, and generated master lists of DHSs for each strain/cell type combination (Supplementary Table 2). 

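The number of hotspots was counted in each deposited set. The 20 conditions held 196276 ± 60294 hotspots (mean ± SD, n = 20 conditions), and each count equaled that of Supplementary Table 2. Counts ran from 78387 in B6xC3H B cells to 295565 in B6x129 liver. By tissue, there were 239870 ± 33655 hotspots in liver, 217742 ± 22198 in kidney, 211828 ± 57245 in lung and 115662 ± 31440 in B cells (mean ± SD, n = 5 hybrids each). Every B cell set except that of B6xCAST held fewer hotspots than every set of the other tissues. Within tissues, the number of hotspots rose with the analyzed reads, both as log10 values centred on the tissue's mean, with a Pearson's r of 0.77 (permutation p = 0.00019) and a Spearman's rho of 0.79 (permutation p = 0.00021) over the 20 conditions. Without the 2 conditions farthest in depth, r was 0.73 (permutation p = 0.0016). Both tests were two-sided, with reads shuffled within tissues. With the number of samples in place of reads, r was -0.042 (permutation p = 0.88). Hotspots on chromosome X made up 2.96% of the total.

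**Figure D1:**
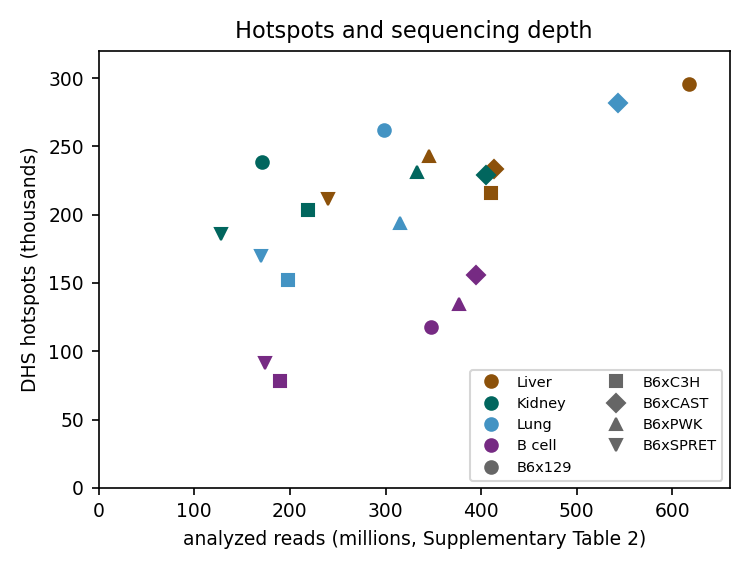
Number of DHS hotspots in each of the 20 conditions (y axis, in units of 1000) against the pooled analyzed reads of Supplementary Table 2 (x axis, M reads). Color gives the cell or tissue type and shape the hybrid, with 1 point per condition and no error bars, since replicates were pooled. B cell sets reach at most 156078 hotspots.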

Hierarchical clustering showed that samples clustered by cell or tissue type, rather than by strain (Fig. 1d), suggesting that additional strains provide access to genetic diversity while demonstrating consistent cell-type-specific regulatory landscapes.

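The similarity of hotspot sets was measured by the base-pair Jaccard index, which is the length 2 sets share over the length they cover together. Sets of the same tissue and different hybrids had an index of 0.586 ± 0.073 (mean ± SD, 40 pairs). Sets of the same hybrid and different tissues had an index of 0.280 ± 0.053 (30 pairs), and sets sharing neither 0.270 ± 0.048 (120 pairs). The lowest index within a tissue was 0.403 and the highest between tissues of 1 hybrid was 0.370, so these ranges did not overlap. In a one-sided permutation test with tissue labels shuffled within hybrids, none of the 100000 shuffles reached the observed mean within tissues (p = 1e-05, the smallest that they can give). Each of the 20 sets was closest to a set of its own tissue, and average-linkage clustering into 4 groups returned the 4 tissues. By tissue, the index was 0.614 ± 0.053 in liver, 0.638 ± 0.024 in kidney, 0.539 ± 0.065 in lung and 0.554 ± 0.091 in B cells (10 pairs each). The share of hotspots of the smaller set that overlap the other set moved the means most, to 0.821 within tissues and 0.528 within hybrids. Of 745754 regions merged over all conditions, 64.4% had hotspots in 1 tissue only and 8.60% in all 4. From the clustering by cell or tissue type rather than by strain (Fig. 1d), the paper proposes that further strains add genetic diversity to regulatory landscapes that are specific to each cell type.

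**Figure D2:**
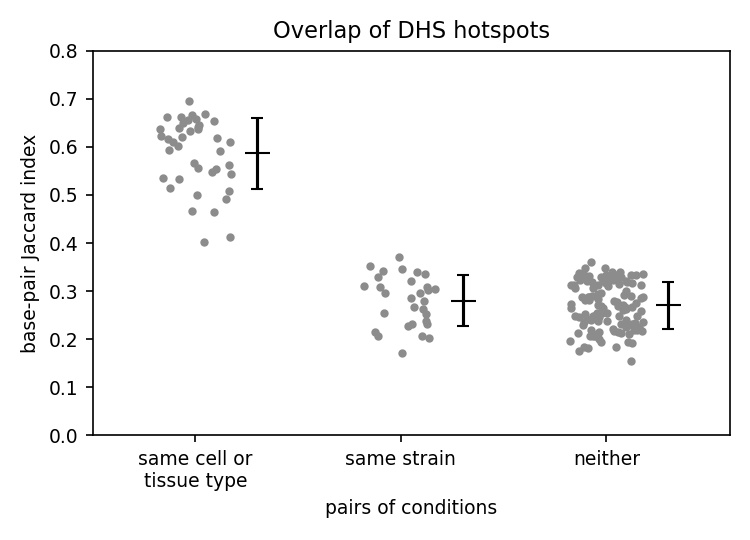
Base-pair Jaccard index (y axis, no unit) of each pair of hotspot sets, with pairs of the same cell or tissue type, of the same strain, or of neither (x axis). Gray points are pairs, spread sideways for visibility, and black bars are the mean ± SD. Same-tissue pairs lie at 0.403 or higher and same-strain pairs at 0.370 or lower.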

To identify sites of allelic imbalance indicative of genetic differences affecting DNA accessibility, we developed a custom pipeline to filter and count reads mapping to each allele at known point variants in DHSs (see “Methods” section). The majority of SNVs were testable in only a single strain or cell/tissue type, suggesting that additional profiling is likely to yield further insights (Fig. 1e, f). We used a beta-binomial test to determine a statistically significant imbalance. We applied multiple testing corrections and set a significance threshold of 10% false discovery rate (FDR) and additionally required a strong magnitude of imbalance (>70% of reads mapping to one allele). Plotting the distribution of allelic ratios confirmed that our mapping strategy was not biased towards the reference allele (Supplementary Fig. 3). By pooling reads from multiple samples, we assessed imbalance on aggregate, per-cell type, per-strain, and per-sample bases (Fig. 1g). We identified a total of 13,835 strongly imbalanced SNVs out of 357,303 SNVs tested when aggregating across all samples (Supplementary Data 1). The high density of variation meant that nearly all DHSs in a given cell or tissue type harbored at least one SNV, and we were able to test for imbalance at an SNV in a median of 27% DHSs per cell or tissue type (Fig. 1h). The more highly diverged strains contributed substantially more variants tested with only a modest reduction in mappability rate (Fig. 1h). Full coverage of DHSs was limited primarily by sequencing depth, suggesting that additional sequencing would yield additional power. The imbalance was less frequent at highly accessible DHSs (Supplementary Fig. 4, Supplementary Fig. 5), consistent with our previous observations of buffering of point variants at strong sites^4,5^.

In the F1 offspring of an inbred cross, each variant on a given chromosome is in perfect linkage. Thus we considered the power of our approach to detect focal alteration of individual DHSs rather than coordinately altered chromatin accessibility. By examining the co-occurrence of imbalance of nearby variants, we found that allelic ratios of nearby sites were strongly correlated only at distances less than 250 bp, well below the median width of a DHS hotspot (Fig. 1i). This suggests that our approach offers high resolution to identify sequence variation leading to local effects on chromatin state.

### Cellular context-sensitivity

We assessed the cell-type accessibility patterns in 39 diverse cell and tissue types by the ENCODE project, all mapped in reference C57BL/6 mice^24^, and excluding liver, lung, kidney, or B cells. We categorized SNVs based on whether accessibility was higher at the reference (C56BL/6J) or the non-reference allele (Fig. 2a). Both sets of imbalanced SNVs showed increased cell-type selectivity with respect to SNVs not affecting accessibility. But nearly half of the non-reference higher sites had evidence for a DHS in another cell or tissue type in C56BL/6J mice, a 3-fold enrichment compared to a background set of mappable SNVs in inaccessible DNA and thus not tested for imbalance (see “Methods” section). This suggests that point changes affecting accessibility at sites with preexisting activity act more frequently by broadening DNA accessibility to other cell and tissue types, rather than de novo evolution of novel regulatory DNA. Only a minority of non-reference higher sites overlapped a DHS in a cognate cell or tissue type, suggesting the majority were qualitative creation rather than quantitatively increased accessibility (Fig. 2b). This cell-type-specific expansion of accessibility drew broadly from other cell lineages with an only moderate preference for related cell types (Fig. 2b).

**Fig. 2:**
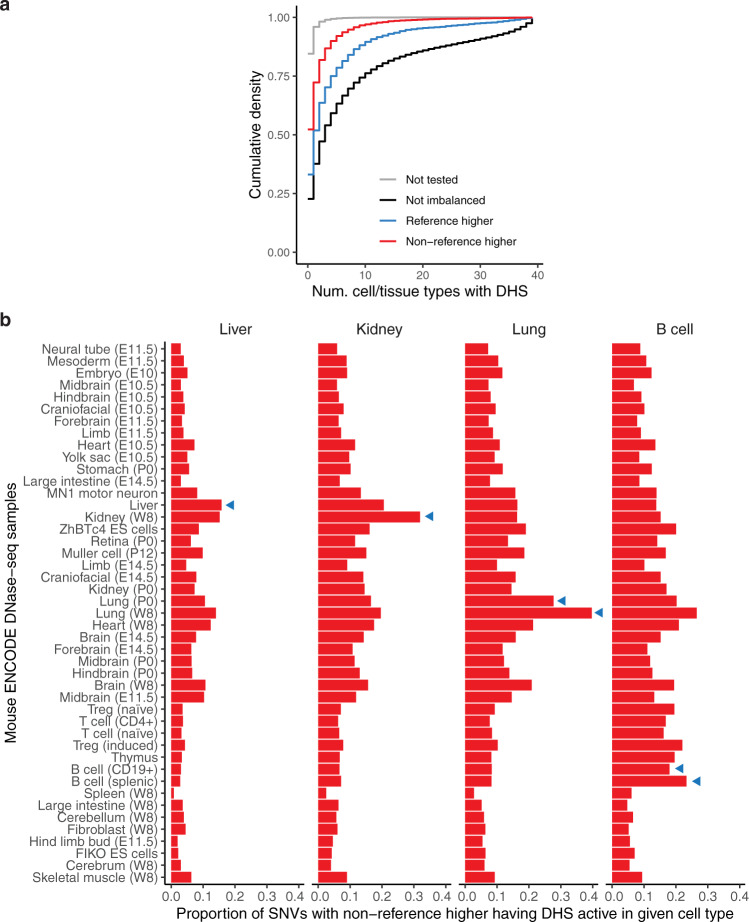
Predetermination of sites of strain-specific DNA accessibility. **a** Cumulative density distribution of cell-type activity of DHSs measured across 39 mice ENCODE DNase-seq samples in reference C57BL/6 mice^24^. DHSs are stratified based on whether imbalance favored the reference or non-reference allele. Not tested refers to the set of mappable SNVs not in DHSs for Liver, Kidney, Lung, or B cells and therefore not tested for imbalance. **b** The proportion of imbalanced SNVs from a given cell/tissue type that overlap DHSs from mouse ENCODE cell and tissue types (along the *y*-axis). Cell and tissue types are ordered based on the hierarchical clustering of all hotspots. Developmental time points for some samples are indicated in parenthesis (E, embryonic day; P, postpartum, W; adult week). Blue triangles indicate ENCODE samples matching tissues from hybrid mice in this study.

We then examined the cell-type selectivity of imbalance itself. We were able to test for imbalance per cell type (combining data from different strains) at an average of 196,276 SNVs per cell type (Table 1). We identified clear examples of strong imbalance across multiple strains specific to a particular cell type (Fig. 3a, b). In both examples, cell-type-specific imbalance in one DHS was associated with a coordinate change in accessibility at a nearby DHS (Fig. 3a, b), though we note that it is not possible to infer the direction of causality. Overall, however, we identified a higher degree of sharing of imbalance between samples of the same cell type than from the same strain or unrelated samples (Fig. 3c). Pairwise comparison of different cell types showed an average of 63% sharing of imbalanced sites (1 − *π*_0_), suggesting a high prevalence of genetic effects demonstrating cell-type context sensitivity (Fig. 3d).

**Table 1:** SNVs tested for imbalance per cell type/strain.

Strain/cell type	Liver	Kidney	Lung	B cell	All cells/tissues
B6x129	28,527	11,353	11,262	11,423	52,400
B6xC3H	22,526	12,423	3932	4481	37,915
B6xCAST	78,740	37,576	92,128	45,777	215,629
B6xPWK	37,819	34,325	23,285	5,880	103,441
B6xSPRET	45,858	11,100	16,995	29,439	113,398
All hybrids	187,307	110,643	151,818	94,469	357,303
Imbalanced	4490	4147	5037	4230	13,835

Shown are counts for variants tested for imbalance in per-sample, per-cell type, and per-strain analyses. Bottom row shows imbalanced variants for the per-cell type analysis.

**Fig. 3:**
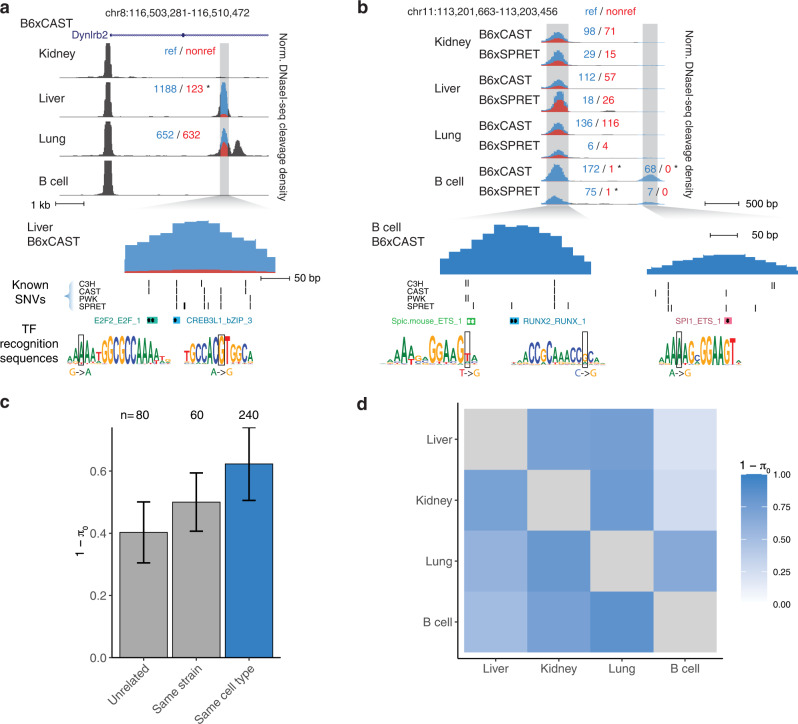
Cross-cell type analysis of allelic variation in DNA accessibility. **a**, **b** Example DHSs showing cell-type-specific imbalance. Normalized DNaseI cleavage density is colored by signal mapping to reference (blue) and non-reference (red) alleles based on the aggregation of informative SNVs. Counts by peaks denote the sum of reads mapping to reference and non-reference alleles for all SNVs in region; *indicates statistically significant allelic imbalance. Selected TF recognition sequences overlapping imbalanced SNVs are highlighted below. **a** DHS accessible in liver and lung but with imbalance only in the liver. **b**. DHSs accessible in all 4 tissues (left) or specific to B cells (right); both DHSs only show an imbalance in B6xCAST and B6xSPRET B cells. **c**–**d** Sharing of imbalance by cell type. 1 – *π*_0_ represents the proportion of rejected null hypotheses by Storey’s method. **c** Average sharing of imbalance (1 − *π*_0_) between samples of the same cell type vs. samples sharing only the same strain or unrelated samples (sharing neither strain nor cell type). Bar height represents the mean of all pairwise comparisons; error bars represent standard deviation. **d**. Pairwise sharing of imbalance between cell or tissue types.

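The liver and lung DHS lies in an intron of Dynlrb2 (ENSMUSG00000034467), a protein-coding gene on the forward strand of chromosome 8 of mm10, from 116504974 to 116515915. All 5 liver sets and all 5 lung sets had a hotspot there. In B6xCAST it spanned 116508605 to 116509187 in liver and 116508431 to 116509722 in lung, each at the ceiling of the −log10 FDR. The hotspot at the ceiling in each liver set was 545 to 920 bp wide, and B6x129 liver had a further piece of 167 bp beside it. The lung hotspots were 1056 to 1292 bp wide. In kidney, B6x129 had a hotspot of 138 bp with a −log10 FDR of 2.17 and B6xCAST one of 138 bp with 2.29, and the other kidney sets had none. The B cell sets had none in the intron. A hotspot over the first exon of Dynlrb2 was present in all 20 sets.

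**Figure D3:**
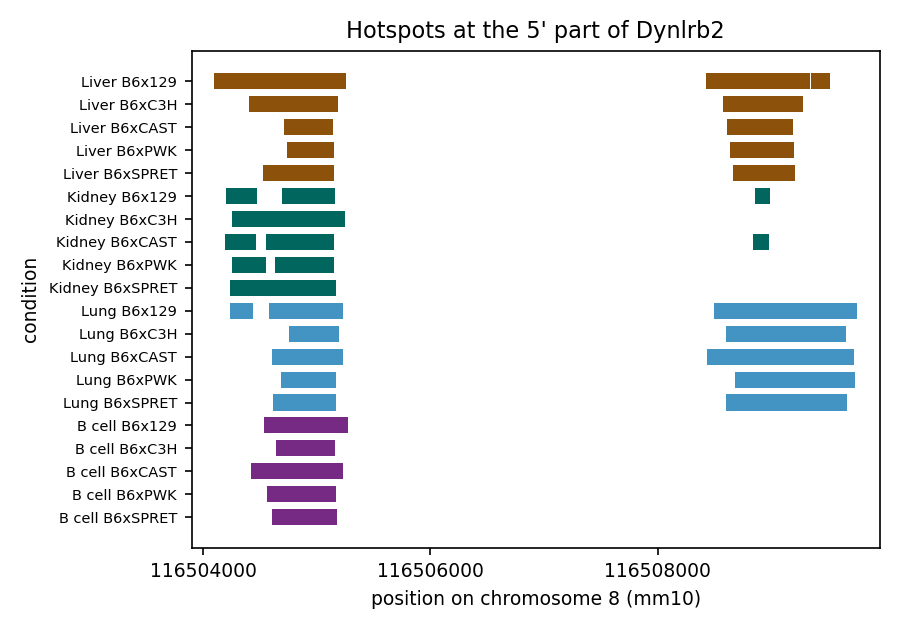
Hotspots (bars, to scale) in each of the 20 conditions (y axis) along chromosome 8 (x axis, mm10 position in bp), colored by cell or tissue type. Bars at the left lie at the start of Dynlrb2, at 116504974, and bars at the right in its intron.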

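The pair of DHSs lies on chromosome 11 of mm10, where the lincRNA genes 2610035D17Rik (113043895 to 113201838) and 4732490B19Rik (113203315 to 113209669), both on the reverse strand, reach into the region. A hotspot at the left DHS was present in all 20 sets. In B6xCAST B cells it spanned 113201454 to 113202098 with a −log10 FDR of 83.7, and in B6xSPRET B cells 113201484 to 113202077 with 22.8. The right DHS had a hotspot in all 5 B cell sets and in none of the 15 sets of the other tissues. It spanned 113203049 to 113203434 in B6xCAST, with a −log10 FDR of 26.0, and 113203106 to 113203328 in B6xSPRET, with 4.71. A −log10 FDR is the authors' value for a hotspot within its set, so its size at these DHSs is not compared between sets.

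**Figure D4:**
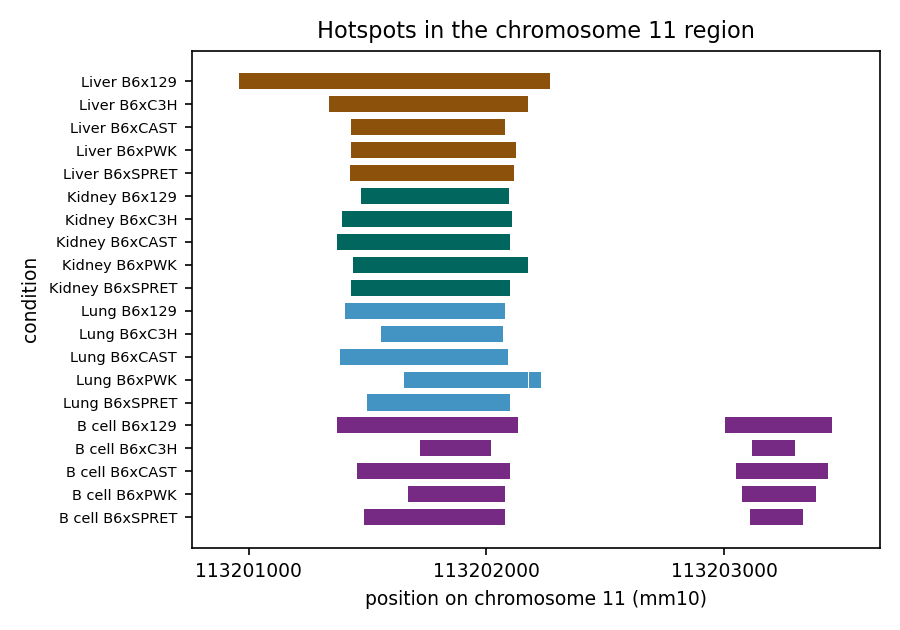
Hotspots (bars, to scale) in each of the 20 conditions (y axis) along chromosome 11 (x axis, mm10 position in bp), colored by cell or tissue type. The bars at the right, between 113203003 and 113203453, belong to the 5 B cell sets.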

### TF-centric analysis of variation

We then asked to what extent variation affecting DNA accessibility in *cis* was linked to direct perturbation of TF recognition sequences. We scanned the mouse reference and strain-specific genomes using motif models for 2203 TFs^4^. We found that while only a small fraction of imbalanced variation overlapped a recognition sequence for any individual TF, 61% of variation overlapped stringent motif matches (FIMO *P* < 10^−5^) when considering all TFs with known motifs (Fig. 4a). Imbalanced SNVs were found more frequently at sites of DNase I footprints, contingent on the presence of a recognizable TF recognition sequence (Fig. 4b). We found that aggregate imbalance was concentrated over the core positions of the motif for many key TFs (Fig. 4c). Sensitivity profiles for human TFs generated using previously published allelic accessibility data^4^ largely resembled those generated from mouse data, although some factors such as HNF1A showed significant enrichment only in the mouse data (Fig. 4d).

**Fig. 4:**
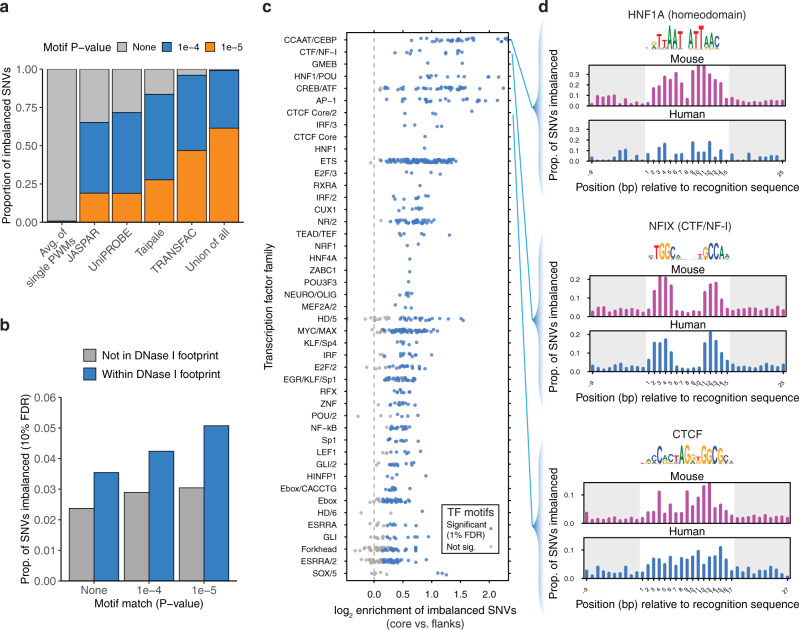
Analysis of variation affecting TF occupancy. **a** Overlap of imbalanced SNVs with matches to TF motifs from different large-scale collections. **b**. Frequency of aggregate imbalance at SNVs overlapping TF motifs from a large-scale SELEX-seq database^48^ and DNase I footprints aggregated across all cell types. Results are stratified by the FIMO value of overlapping TF motifs (if any). *n* = 357,303 SNVs. **c** Enrichment by TF family of imbalanced SNVs in TF core recognition sequences, relative to flanking sequence. Each point corresponds to a TF motif, grouped into TF families on the *Y*-axis. Shown are TF families with at least one enriched motif. **d** TF profiles for NFIX, CTCF, and HNF1A. For comparison, profiles generated from published analysis in human^4^ are shown below in blue.

We next performed an analysis of cell-type-specific imbalance calls at TF recognition sequences. We found higher rates of cell-type-specific imbalance at sites of DNase I footprints in matching cell and tissue types, relative to unmatched cell and tissue types (Fig. 5a). We found that distinct TF families presented varying cell-type-specific patterns of enrichment of imbalanced SNVs over their motifs (Fig. 5b). For example, JDP2 (AP-1) only showed enrichment in the lung (Fig. 5c), and ETS factors showed the highest enrichment in B cells (Fig. 5d). In both cases, no enrichment is evident when data are aggregated across multiple cell and tissue types. Other factors showed patterns of enrichment across a subset of cell types: HNF factors showed peak enrichment in liver and kidney (Fig. 5e), while CEBP showed enrichment in lung and liver (Fig. 5f). These results suggest that cell-type-specific identification of imbalanced variants can yield a more accurate assessment of variants affecting TF occupancy than aggregate analyses across multiple cell types.

**Fig. 5:**
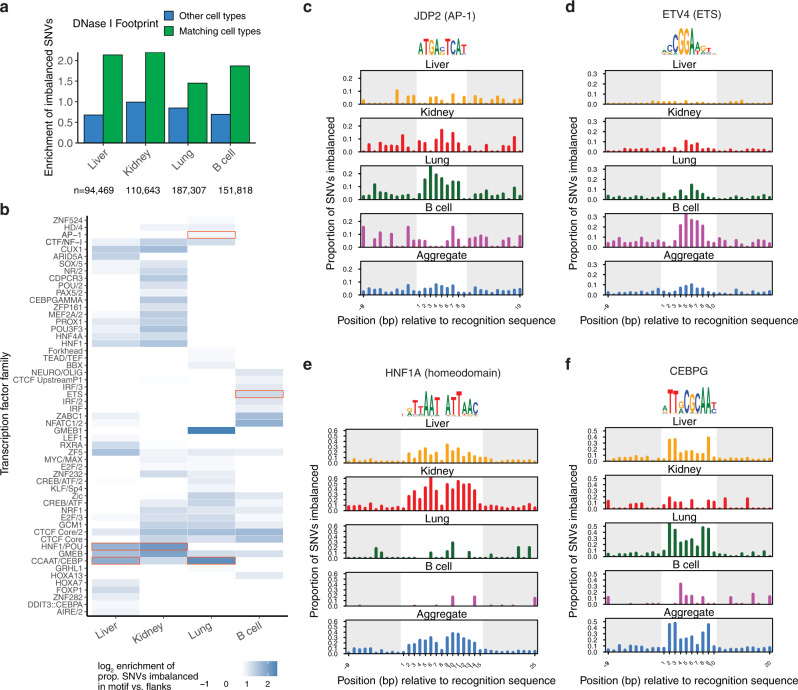
Cellular context-sensitive analysis of variation affecting TF occupancy. **a** Enrichment of imbalance called in each cell type for overlap with DNase I footprints in matching cell type (green) or in other cell types (blue). **b** Cell-type-specific enrichment of SNVs in motif for TFs. Shown are TF families with greater than twofold enrichment in at least one cell type. **c**–**f** Analysis of variation affecting TF occupancy across cell/tissue types for JDP2, ETV4, HNF1A, and CEBPG motifs.

To facilitate recognition of sequence variation affecting DNA accessibility in the mouse and human genomes, we incorporated the mouse data into our Contextual Analysis of Transcription Factor Occupancy (CATO2) scoring approach^4^. CATO2 trains a logistic regression model for each TF motif on a variety of genomic annotations and TF-centric parameters. By standardizing genomic annotations between humans and mice, we directly incorporated both data sets (Fig. 6a). Combining the mouse and human data yielded a dramatic increase in TF families with sufficient variation (Supplementary Table 3). In addition to the inherent cell-type selectivity of DHS tracks, we incorporated per-cell type imbalance data in two ways (see “Methods” section): (i) TF models were trained on the subset of mouse cell types demonstrating enrichment of imbalanced SNVs over the recognition sequence (Fig. 6b); and (ii) a sparse generalized linear model was trained to establish cell-type specific weights for the contribution of each TF model to the overall score (Fig. 6c). Assessing performance on a pair of DNase-seq datasets generated in B6xCAST mouse embryonic stem cells (mESCs) (Supplementary Table 4) showed that CATO2 retained performance even on a completely independent validation set (Supplementary Fig. 6). Furthermore, assessment of predictive performance for CTCF directly against matching ChIP-seq data showed that CATO2 scores were also predictive for allelic TF occupancy (Supplementary Fig. 6). In addition, cell-type-specific models showed increased predictive performance using precision-recall analysis (Fig. 6d, Supplementary Fig. 7). These results suggest that CATO2 provides a strong foundation for the assessment of functional non-coding variation.

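mESCs are embryonic stem cells, here from the B6xCAST hybrid, in which DNase-seq measured open chromatin and ChIP-seq, which sequences DNA bound by an antibody's target, measured occupancy by CTCF. Supplementary Table 4 lists 2 DNase-seq samples, with 63 and 192 M sequenced reads, and 1 CTCF ChIP-seq sample with 61 M. For the DNase-seq samples it gives 140 and 128 M analyzed reads, in the same order, so the first has more analyzed than sequenced reads in that table. That table names the hybrid as B6xC3H, whereas the text and the sample labels name B6xCAST. The deposited files hold 1 set of hotspots for each assay, called by the authors at FDR 5%, so there are no replicates. The methods state in general that hotspots were called on the pooled data of a strain and cell type. Whether this covers both mESC samples is not named separately. The DNase-seq set held 115267 hotspots with a median width of 261 bp, and the CTCF set 98110 with a median width of 303 bp. At FDR 1%, 89022 and 75944 remained. The hotspots were used as deposited.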

**Fig. 6:**
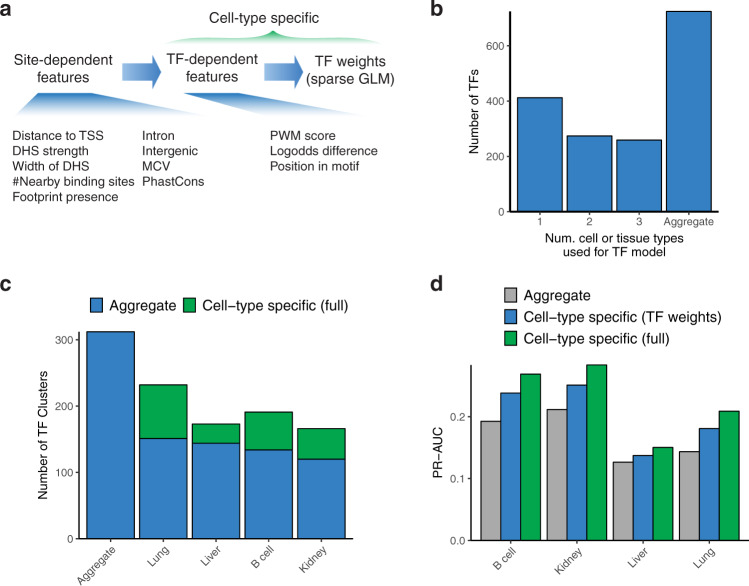
Cell-type-specific prediction of variation affecting TF occupancy. **a**. CATO2 strategy for cell-type-specific scoring of regulatory variation. **b**. The number of mouse cell types used for each TF model; all TF models included human data. **c**. The number of unique TF clusters with non-zero coefficients in aggregate and cell-type-specific CATO2 scores. TFs shared with the aggregate model are highlighted in blue. **d** The area under precision-recall curves (full curves are shown in Supplementary Fig. 7) showing performance to predict imbalanced polymorphism on SNVs tested for imbalance in individual cell types.

### Allelic effects on transcript levels

The activity of distal regulatory elements is compartmentalized and shows highly specific interactions with certain genes^25^. To examine the effect of altered accessibility on steady-state transcript levels, we performed RNA-seq in a subset of matching samples (Supplementary Table 5). 

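RNA-seq of total RNA was analysed in 17 samples, with 4 each from liver, kidney and lung and 5 from B cells, of the hybrids B6xPWK, B6xSPRET and B6xC3H and 1 B cell sample whose hybrid the labels and Supplementary Table 5 name differently. That sample was used for its tissue only. The downloaded B6xCAST samples were not used here. The authors made stranded libraries and deposited 1 table per sample with the expected count and the TPM that RSEM gives each gene. The settings of RSEM and its annotation are not named in the text. The expected counts summed to 283725 to 322257 in liver (median 307911), 437171 to 551273 in kidney (median 491043), 380115 to 387504 in lung (median 383622) and 285191 to 809337 in B cells (median 448144). Supplementary Table 5 gives 60 to 173 M uniquely mapped reads for the same samples, so the tables hold between 0.249 and 0.518 counts per 100 of these reads. Genes whose exons overlap exons of a gene on the opposite strand hold 27.5% of the exonic length and between 73.4 and 86.4% of the counts. Tsix had more counts than Xist, which lies on the opposite strand, in 17 of 17 samples. Pparg had at most 1 count in any sample. The values are therefore not read here as transcript levels of the named genes. Expected counts were rounded to whole numbers before any test. Allelic transcript levels, which Fig. 7 uses, are not in these tables.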

We analyzed allelic expression measured by RNA-seq using a similar pipeline to that used for the DNase-seq data (Methods). We then compared allelic accessibility at DHSs to allelic transcript levels linked to transcription start sites (TSS) within 500 kb (Fig. 7). We detected correlation significantly above that observed in permuted data extending distances as far as 100 kb surrounding the TSS. Maximal correlation (*R* between 0.1 and 0.2) occurred within 10 kb of the TSS and was slightly higher downstream than upstream. Our work suggests that long-range regulatory interactions between distal accessible sites and genes are common genome-wide and are amenable to analyses using the resources and approach we have described herein.

**Fig. 7:**
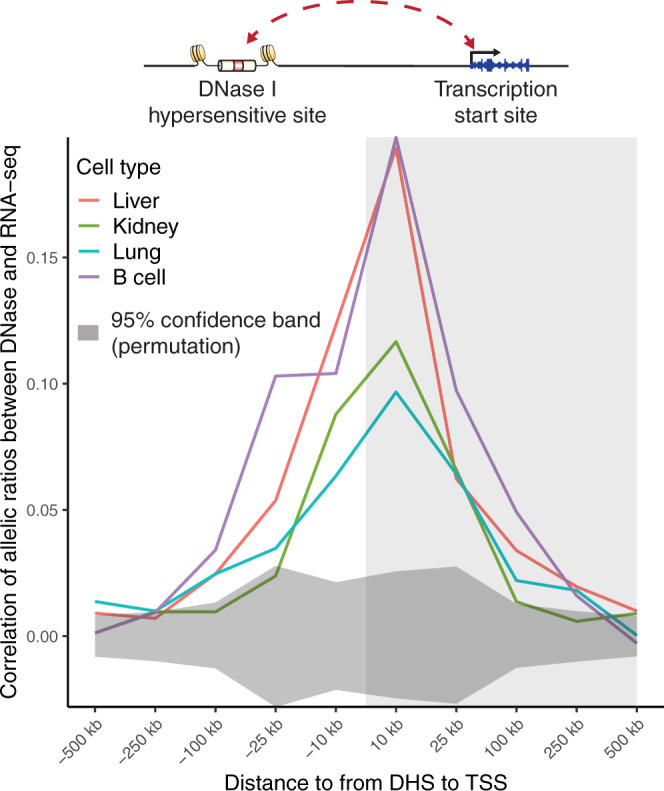
Imbalanced accessibility and transcript levels. Pearson correlation in allelic ratios between SNVs in DHSs and transcript levels are broken down by distance to the transcription start site (TSS). All pairs of DHSs and TSSs within 500 kb are considered. Dark gray shading at the bottom indicates a 95% confidence band from 1000 permutations of DHS allelic ratios among DHS-TSS pairs for each cell or tissue type. Light gray shading at right indicates that DHS lies downstream of TSS.

## Discussion

Our work shows that most *cis*-linked differences in DNA accessibility among diverged mouse genomes can be attributed to the direct perturbation of TF recognition sites. Past reports have differed on the degree of allelic occupancy that can be linked to point changes in TF recognition sequences, ranging from 9% for NF-kB^14^ to 85% for CTCF^5^. Yet, studies of a single TF are confounded by the possibility that changes in its recognition sequence may perturb the binding of other factors, either at the same site or a nearby one. By analyzing a broad set of TFs with known sequence specificities, we identify that fully 61% of imbalanced sites can be linked to changes in TF recognition sequences (Fig. 4a). We expect that the range of enrichment of imbalanced SNVs in TF motifs observed in Fig. 4b reflects both the role of cooperative binding and the accuracy of binding site recognition for individual TFs. Given the challenge of obtaining TF-specific occupancy data for all factors expressed in a given cell type, we expect that improved recognition of in vivo occupied TF binding sites from DNase I footprinting data^26,27^ will be the most fruitful way to obtain further improvements in prediction performance.

Given that only a select minority of SNVs affect TF binding in a given cell type, additional large-scale analyses are needed to functionally assess noncoding variation in context. Our work shows that highly diverged mouse subspecies (including CAST/EiJ, PWK/PhJ, SPRET/EiJ) provide an efficient system for assessing regulatory variation that overcomes the low density of polymorphism in human populations. Compared to past work in human^4^, the present work required only 14% of the samples and half the sequencing depth, yet it yielded two orders of magnitude more SNVs tested for cell-type-specific imbalance (avg. = 136,059 SNVs per cell type). This power enables cell-type specific analyses that uncover context-sensitive variation otherwise masked by aggregation of data across multiple cells or tissue types. The use of mice also enables ready access to a variety of cell and tissue types difficult to access in humans^21,28^. The high rate of imbalance in cell-type-specific DHSs underscores the importance of robust sequencing depth across a full spectrum of cell types and suggests that efficient generation of additional profiling data in other cell and tissue types from these strains will efficiently increase the power of TF-centric models to recognize functional variation.

Cross-species TF-centric analysis of genomic variation overcomes the low sequence conservation of the *cis*-regulatory landscape^24^ by obviating the need for direct analysis of human regulatory variants at the mouse locus and enables scalable prediction of previously unseen variation. While CATO2 presently requires cell-type specific variation data to train TF weights, inference of TF weights from other more readily available information, such as measurements of TF expression and activity, may also be possible. Such an approach could enable the classification of functional regulatory variants in cell and tissue states without directly measured genetic data. Supporting this possibility, nearly half of strain-specific imbalance represented an expansion of accessibility at known DHSs to a new cell or tissue type. We speculate that functional regulatory variation might most easily arise from the creation of TF recognition sequences that expand the selectivity of an existing DHS by acting cooperatively with existing TF recognition sequences. It would also be straightforward to incorporate *trans*-regulatory differences between strains or species into future models to enable an analysis of *trans*-regulatory effects on gene expression^29–31^.

The global correlation observed between allelic accessibility and allelic transcript levels were statistically significant but modest. Much as the majority of point variants are buffered in terms of their effect on local chromatin features^5^, enhancer networks controlling gene expression likely demonstrate a high degree of redundancy and selectivity^25,32,33^. The correlation we observe could serve as a benchmark for the development of genome-wide methods to predict likely target genes of distal regulatory elements and complements systematic locus-scale investigation of regulatory architecture using genome engineering^33,34^. Thus it is likely that further exploitation of mouse genetics will provide the substrate for more granular models of enhancer-promoter interaction.

## Methods

### Mouse husbandry

The mice used in this study were F1 hybrids of C57Bl/6J reference females with wild-derived strains 129/SvImJ (B6x129), C3H/HeJ (B6xC3H), CAST/EiJ, (B6xCAST), PWK/PhJ (B6xPWK), and SPRET/EiJ (B6xSPRET). 129/SvImJ and C3H/HeJ hybrid females were acquired from the Jackson Laboratory (8 weeks old, housed 4/cage). CAST/EiJ, PWK/PhJ, SPRET/EiJ inbred males were acquired from the Jackson Laboratory and were bred to C57Bl/6J female mice at FHCRC. Mice were maintained on a 12-h light, 12-h dark schedule with lights turned on at 7 a.m. The housing room was maintained at 20–24 °C with 30–70% relative humidity. Mice have housed in individually ventilated cages (Allentown) with 75 square inches of floor space and 60 air changes/hour. Biofresh cage bedding was (Absortion Corp) at 1/8 inch depth and autoclaved on site. Water and Purina 5053 (irradiated) were available ad libitum. Nestlet material (Envigo’s diamond twist 7979C, also irradiated) was present in each cage for enrichment. Autoclavable certified igloos (Bio-serv) were provided in some cages. Mice were housed in a barrier facility that is AAALAC accredited. Mice were sacrificed at 8 weeks of age by CO_2_ asphyxiation. All work was approved by the Institutional Animal Care and Use Committee (IACUC) of the Fred Hutchinson Cancer Research Center (FHCRC).

### Nuclei isolation from mouse tissues

Solid mouse tissues were typically obtained from 4 mice sacrificed together with their tissues pooled. The whole liver (all lobes), both kidneys, and all lobes of the lungs were rapidly dissected. Tissues were minced in 2 mm square pieces and resuspended in 5 mL of homogenization buffer (20 mM tricine, 25 mM D-sucrose, 15 mM NaCl, 60 mM KCl, 2 mM MgCl_2_, 0.5 mM spermidine, pH 7.8) per tissue. Nuclei were released using 5–10 strokes in a Dounce homogenizer with a loose-fitting type-A pestle and the resulting homogenate was filtered through a 120 μm filter. Samples were returned to the Dounce for 5–10 strokes with a tight-fitting type-B pestle, and filtered using a 40 µm mesh filter. 5 mL of homogenate was mixed with 3 mL of 50% Optiprep solution and layered onto a 4 mL 25% −1 mL 35% two-step Optiprep gradient and centrifuged for 20 min at 6100×*g* in a swinging bucket rotor. The nuclei pellet was washed once in 10 mL of buffer A (15 mM Tris-HCl, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 0.5 mM spermidine) and resuspended at a concentration of 2 × 10^6^ per mL.

Marrow was obtained from femurs of 8-week-old female mice. B cells were isolated using an AutoMACS (Miltenyi Biotech) to deplete CD43 and Mac-1/CD11b markers. Cells were washed once with Dulbecco’s PBS (without MgCl_2_ or CaCl_2_). Nuclei were extracted by resuspending cells in buffer A supplemented with 0.015% detergent (IGEPAL-CA630) (Sigma) and incubating for 5–10 min on ice. Following incubation, the nuclei were collected by centrifugation (600×*g*) and resuspended in buffer A at a concentration of 2 × 10^6^ nuclei per mL.

### DNase I digestion of mouse nuclei

Fresh nuclei were incubated for 3 min at 37 °C with limiting concentrations of the DNA endonuclease deoxyribonuclease I (DNase I) (Sigma) in buffer A supplemented with Ca^2+^. The digestion was stopped with 5× stop buffer (125 mM Tris-HCl, 250 mM NaCl, 0.25% SDS, 250 mM EDTA, 1 mM spermidine, 0.3 spermine, pH 8.0) and the samples were treated with proteinase K and RNase A. The small ‘double-hit’ fragments (<250 bp) were recovered by sucrose ultracentrifugation, end-repaired, and ligated with adapters compatible with the Illumina sequencing platform. Libraries were amplified using minimal PCR cycles based on a trial qPCR amplification (8–16 cycles) (Supplementary Table 6). A detailed protocol describing the genome-wide mapping of DNase I hypersensitivity can found in^35^.

### mESC profiling

B6xCAST mESCs were cultured on plates coated with 0.1% gelatin (EMD Millipore ES-006-B) in 80/20 medium comprising 80% 2i medium and 20% mESC medium. 2i medium contained a 1:1 mixture of Advanced DMEM/F12 (ThermoFisher 12634010) and Neurobasal-A (ThermoFisher 10888022) supplemented with 1% N2 Supplement (ThermoFisher 17502048), 2% B27 Supplement (ThermoFisher 17504044), 1% Glutamax (ThermoFisher 35050061), 1% Pen-Strep (ThermoFisher 15140122), 0.1 mM 2-Mercaptoethanol (Sigma M3148), 1250 U/ml LIF (ESGRO ESG1107l), 3 µM CHIR99021 (R&D Systems 4423) and 1 µM PD0325901 (Sigma PZ0162). mESC medium contained Knockout DMEM (ThermoFisher 10829018) supplemented with 15% Fetal Bovine Serum (FBS, BenchMark 100–106), 0.1 mM 2-Mercaptoethanol, 1% Glutamax, 1% MEM Non-Essential Amino Acids (ThermoFisher 11140050), 1% Nucleosides (EMD Millipore ES-008-D), 1% Pen-Strep and 1250 U/ml LIF. HEK-293T cells were cultured in DMEM supplemented with 10% FBS, 1 mM sodium pyruvate (ThermoFisher 11360070), 1% Glutamax, and 1% Pen-strep. All cells were grown at 37 °C in a humidified atmosphere of 5% CO2 and passaged on average twice per week. For ChIP-seq, mESCs were crosslinked for 10 min in 1% formaldehyde and quenched in 125 mM glycine. Four hundred microgram of chromatin was sheared by Covaris LE220 Ultrasonicator (Covaris). Eighty microliter of CTCF antibody (Cell Signaling 2899S) was conjugated to M-280 Dynabeads (Invitrogen 11204D) for 6 h at 4 °C, followed by overnight immunoprecipitation. After reversing crosslinks, immunoprecipitated DNA was treated with Proteinase K and RNase A and purified using the DNA Clean and Concentrate-5 Kit (Zymo Research).

### Short-read sequencing and processing

DNase-seq and ChIP-seq libraries were sequenced on an Illumina HiSeq 2500 by the High-Throughput Genomics Center (University of Washington) or a NextSeq 500 (NYU Institute for Systems Genetics) in paired-end 36 bp mode.

Short reads were first trimmed to remove low-quality sequence or adapter contamination using trimmomatic v0.33^36^ with parameters ‘TOPHRED33 ILLUMINACLIP: TruSeq3-PE-2.fa:2:5:5:1:true MAXINFO:27:0.95 TRAILING:20 MINLEN:27’.

To reduce potential reference mapping bias, custom strain-specific genomes were created using vcf2diploid v0.26a^37^ to incorporate known^22^ point variants and insertions or deletions (REL-1505-SNPs_Indels / version 5). Chain files were created for use with the UCSC liftOver tool to enable the genomic coordinate conversion between the reference and strain-specific genomes. Genomes included unscaffolded contigs and alternate sequences but not the Y chromosome.

Reads were mapped using Burrows-Wheeler Aligner (BWA) v0.7.13 to both the mouse reference assembly (GRCm38/mm10) and the appropriate strain-specific genome with the command ‘bwa aln -n 0.04 -l 32 -t 2 -Y'^38^. Alignments were post-processed with a custom Python script using pysam [https://github.com/pysam-developers/pysam] to retain only properly-paired or single-end reads mapping uniquely to the autosomes and chrX with a mapping quality of at least 20. Paired-end reads were required to have an inferred template length of less than 500 bp. Duplicate reads were flagged on a per-library basis using SAMBLASTER v0.1.22^39^. Mapped tags were converted to BED format using awk and bedops v2.4.35^40^. DNase I hypersensitive sites were identified using hotspot2 v2.1.1^41^. Reference mm10 coordinates were used for all analyses except for read counting (which additionally relied on the strain-specific mappings).

### Assessment of allelic imbalance

Reads overlapping all known point variants were assessed for allelic imbalance at all SNVs overlapping a DNase hotspot (5% FDR) called on the aggregate of all DNase data for a given strain and cell or tissue type. Reads were extracted from DNase-seq alignments using a custom script countReads.py written using Python and pysam. The liftOver tool was used with the chain file generated by vcf2diploid to map variant coordinates from mm10 to each strain-specific genome. Reads were required to map uniquely to both mm10 and the strain-specific reference with the same mapping quality and template length. We excluded 3 bp at the 5′ end of the read to exclude any possibility of sequence-specific DNase I cut rate^42^. Only reads with a base quality >20 at the variant position were counted. Read pairs overlapping a variant were counted once. 2 additional mismatches were permitted besides the known variant. Duplicate reads passing all filters with the same 5′ position on the reference were excluded (independent of the SAM duplicate flag). Variants lying within 72 bp of a known insertion or deletion or with ≤60% of total overlapping reads passing filters were excluded from further analysis.

To minimize possible mapping bias, we generated a mappability track by mapping simulated 36-bp paired-end reads with up to 125 bp-fragment length overlapping known SNPs and including no sequencing errors. Simulated reads were mapped back to both the reference and strain-specific genomes and filtered using the approach described above. SNVs having ≤95% of simulated reads mappable were filtered out.

A background set of SNVs not tested for imbalance was identified as all mappable SNVs not overlapping a DHS in the master list or any individual condition.

Allele counts from all samples were aggregated into a single matrix and analyzed separately for per-sample, per-strain, and per-cell type imbalance. Only SNVs with at least 30 reads in one condition were retained. To account for variable sequencing depth and enrichment, we fit a beta-binomial distribution for each condition using sites with >100 reads and computed *P* values against an expected 50% of reads mapping to each allele. We accounted for multiple testing using a false discovery rate (FDR) cutoff of 10% using the R package *q*-value v2.14.1^43^. Aggregate imbalance analyses used sums of per-cell type counts.

### Transcription factor motif analysis

We scanned the reference and all strain-specific genomes using FIMO v4.10.2^44^ with TF motifs and TF clusters as in^4^. Strain-specific motif matches were converted to mm10 coordinates using liftOver, and a non-redundant list of motif matches per strain was created from the union of both sets.

We analyzed the intersection of SNVs tested for imbalance with these motifs. We considered motifs with a median of ≥40 SNPs per position in the motif and ≥3 positions with ≥7 significant SNPs; positions with <7 SNPs were considered missing data. For SNPs overlapping multiple matches to the same motif, we chose the best motif instance per SNP on the basis of the FIMO *P* value.

### Genomic annotation

SNVs were annotated accordingly:

- Cell-type activity spectrum MCV (multi-cell verified) was computed from a set of 45 representative samples from Mouse ENCODE selected through hierarchical clustering analysis. A master list^45^ was generated from these samples and MCV was scaled from 0 to 1 by dividing by 45.
- Footprints on the mouse and human samples were called using FTD^27^.
- RefSeq Genes and CpG Islands were downloaded from the UCSC Genome Browser.

Human SNPs were annotated as in ref. ^4^. Quantitative mouse annotations were scaled by the ratio of the mean annotation value at SNPs in mouse vs. human. Parameters were standardized to have a mean of 0 and a standard deviation of 1.

### CATO2 scores

We generated CATO2 models on the combined human and mouse data as in ref. ^4^ with several modifications. First, we trained a logistic model for the genomic annotations at each SNV using the glm() function in R v3.5.2:

significant ~ MCV^2 + intron + intergenic + log(Dist. to TSS)^2 + DHS strength^2 + log(Width of DHS) + Footprint presence + #nearby binding sites^2 + PhastCons

Then, we trained a second glm() logistic model for each TF, which incorporated the global per-SNV score as a parameter. Imbalance was analyzed per-cell type for the mouse data and cell types demonstrating log enrichment >1 of imbalanced SNVs over the recognition sequence.

significant ~ global.fit + log(score)^2 + logodds difference + x_2_ + … + x_n_

Finally, we combined scores from individual TF models at each SNV using the R package GLMnet v2.0-16^46^ to train a sparse generalized linear model (GLM) using the lasso penalty and 50-fold cross-validation with performance measured by AUC. To score human point variants, annotation values were computed and standardized as before and CATO2 scores were computed using the R function predict(type = “response”).

### Generation and analysis of RNA-seq data

Total RNA was isolated using the mirVana miRNA Isolation Kit with phenol (AM1560). Spike-in controls were mixed in (Ambion-ERCC Mix, Cat no. 4456740) and Illumina sequencing libraries were made using the RNA TruSeq Stranded total RNA (Illumina). Libraries were sequenced on an Illumina HiSeq 2500 or NextSeq by the High-Throughput Genomics Center (University of Washington) in paired-end 36 bp or 76 bp modes. Previously published data for kidney, liver, and lung B6xCAST^19^ were downloaded from the NCBI SRA repository (Supplementary Table 5).

Reads were mapped to the mm10 reference and strain-specific genomes in parallel using STAR v2.5.2a^47^. Counts from all non-exonic SNVs overlapping a given Gencode M10 basic level 1 and 2 protein-coding transcripts were aggregated. SNVs were analyzed using the same allele counting pipeline as for DNase-seq data. We assessed allelic imbalance using a beta-binomial model fit at SNVs with >100 reads. We accounted for multiple testing using a false discovery rate (FDR) cutoff of 10% using the R package qvalue^43^ and additionally required >60% of reads to map to one allele. Counts were aggregated for all samples per cell type and per-DHS hotspot. A minimum of 50 total reads per transcript was required. RNA-seq imbalance data were then overlapped with per-sample DHS imbalance data.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. All sequencing data generated for this study have been deposited in the NCBI GEO repository under accession GSE156692. RNA-seq data for B6xCAST tissues were downloaded from SRA study SRP020526. DNase-seq data were downloaded from the Mouse ENCODE project under accessions ENCLB033TJA, ENCLB055DAX, ENCLB087FMN, ENCLB123ELX, ENCLB132WYL, ENCLB144OVE, ENCLB144XPP, ENCLB255IYN, ENCLB268SEP, ENCLB271XFH, ENCLB309AYR, ENCLB310LJW, ENCLB329BXZ, ENCLB330JBO, ENCLB338AZH, ENCLB369NIA, ENCLB388UBV, ENCLB414QZO, ENCLB439JPP, ENCLB475GJF, ENCLB475XWE, ENCLB491WIB, ENCLB509ASX, ENCLB519UHH, ENCLB523BNO, ENCLB527TCS, ENCLB551IVD, ENCLB558NIW, ENCLB568ONV, ENCLB584XBJ, ENCLB588UWH, ENCLB667FFY, ENCLB693PQW, ENCLB697VFP, ENCLB699GWH, ENCLB709OVK, ENCLB788JUN, ENCLB792YOE, ENCLB792ZMJ, ENCLB854PNT, ENCLB893AUS, ENCLB921AZQ, ENCLB933JCH, ENCLB939IXH, and ENCLB995XTX. The source data are provided with this paper.

# Supplementary material for: Tissue context determines the penetrance of regulatory DNA variation
**Source:** Nat Commun. 2021 May 14;12:2850. doi: 10.1038/s41467-021-23139-3
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental material for:

# Tissue context determines the penetrance of regulatory DNA variation

## TABLE OF CONTENTS

|                                                                                              |          |
|----------------------------------------------------------------------------------------------|----------|
| <b>SUPPLEMENTAL FIGURES.....</b>                                                             | <b>2</b> |
| Supplementary Fig. 1. Fragment length distributions of DNase-seq data.....                   | 2        |
| Supplementary Fig. 2. DNase-seq data replicate concordance. ....                             | 3        |
| Supplementary Fig. 3. Summary of allelic imbalance analysis. ....                            | 4        |
| Supplementary Fig. 4. Imbalance versus read depth and number of samples. ....                | 5        |
| Supplementary Fig. 5. Rates of imbalance for various genomic features. ....                  | 6        |
| Supplementary Fig. 6. CATO2 performance on mESC validation data.....                         | 7        |
| Supplementary Fig. 7. CATO2 predictive performance for variation affecting TF occupancy..... | 8        |
| <b>SUPPLEMENTARY TABLES .....</b>                                                            | <b>9</b> |
| Supplementary Table 1. Summary of DNase I samples in this study. ....                        | 9        |
| Supplementary Table 2. Summary of DNase I data by strain and tissue type. ....               | 10       |
| Supplementary Table 3. Summary of TF models. ....                                            | 10       |
| Supplementary Table 4. Summary of mESC samples in this study.....                            | 11       |
| Supplementary Table 5. Summary of RNA-seq samples in this study.....                         | 11       |
| Supplementary Table 6. PCR primers. ....                                                     | 11       |

## SUPPLEMENTAL FIGURES

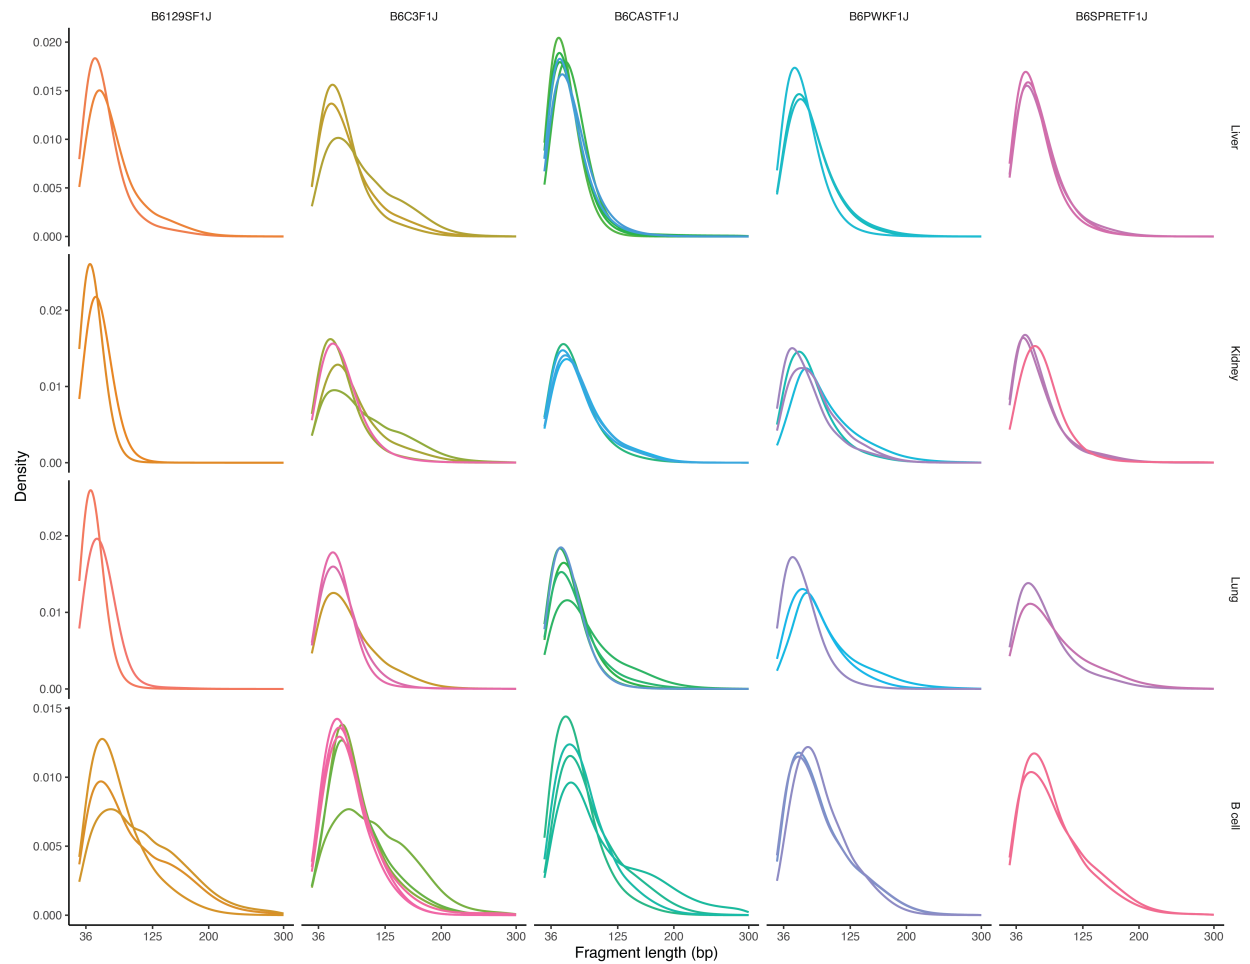

**Supplementary Fig. 1. Fragment length distributions of DNase-seq data.**

Shown are samples passing all QC filters.

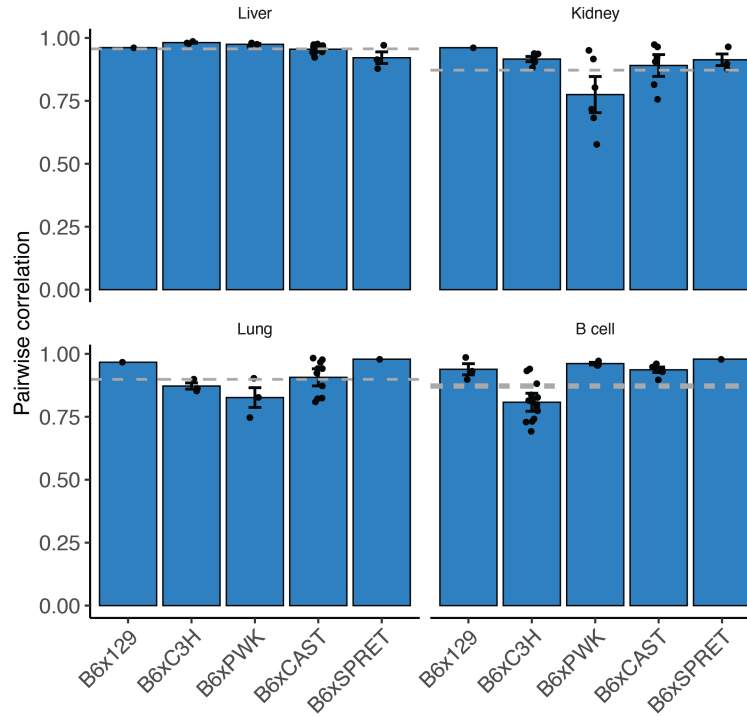

**Supplementary Fig. 2. DNase-seq data replicate concordance.**

Pairwise replicate concordance for each cell/tissue type and strain. Y-axis measures the pairwise Pearson correlation between pairs replicates of DNase cleavage density in hotspots. Bars summarize all replicate pairs and are presented as mean  $\pm$  standard deviation.

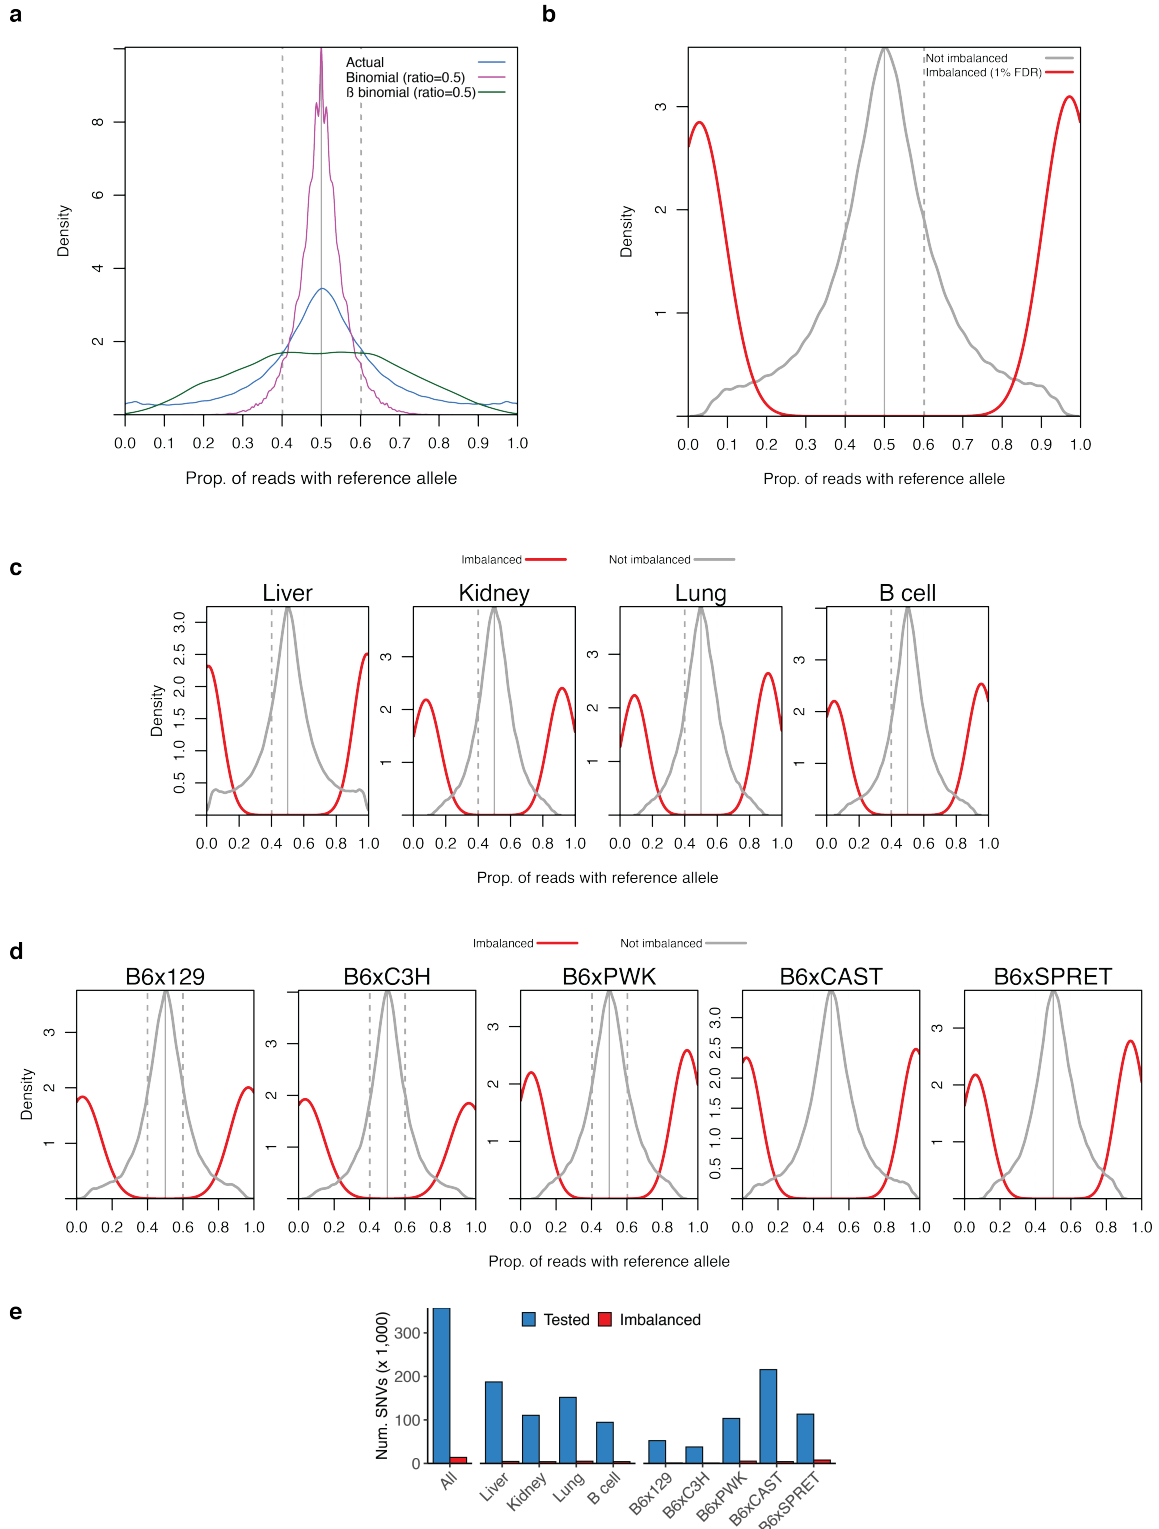

**Supplementary Fig. 3. Summary of allelic imbalance analysis.**

**a.** Distribution of allelic ratio for actual data compared to data simulated from binomial and beta-binomial distributions. **b-d.** Distribution of allelic ratios for aggregate (**b**), per-cell type (**c**), per-strain (**d**) analyses. **e.** Counts of SNVs tested for imbalance (blue) and significantly imbalanced SNVs (red, FDR 10%). Counts are reported in aggregate across all data sets (left), by cell type (middle), and by parental strain (right).

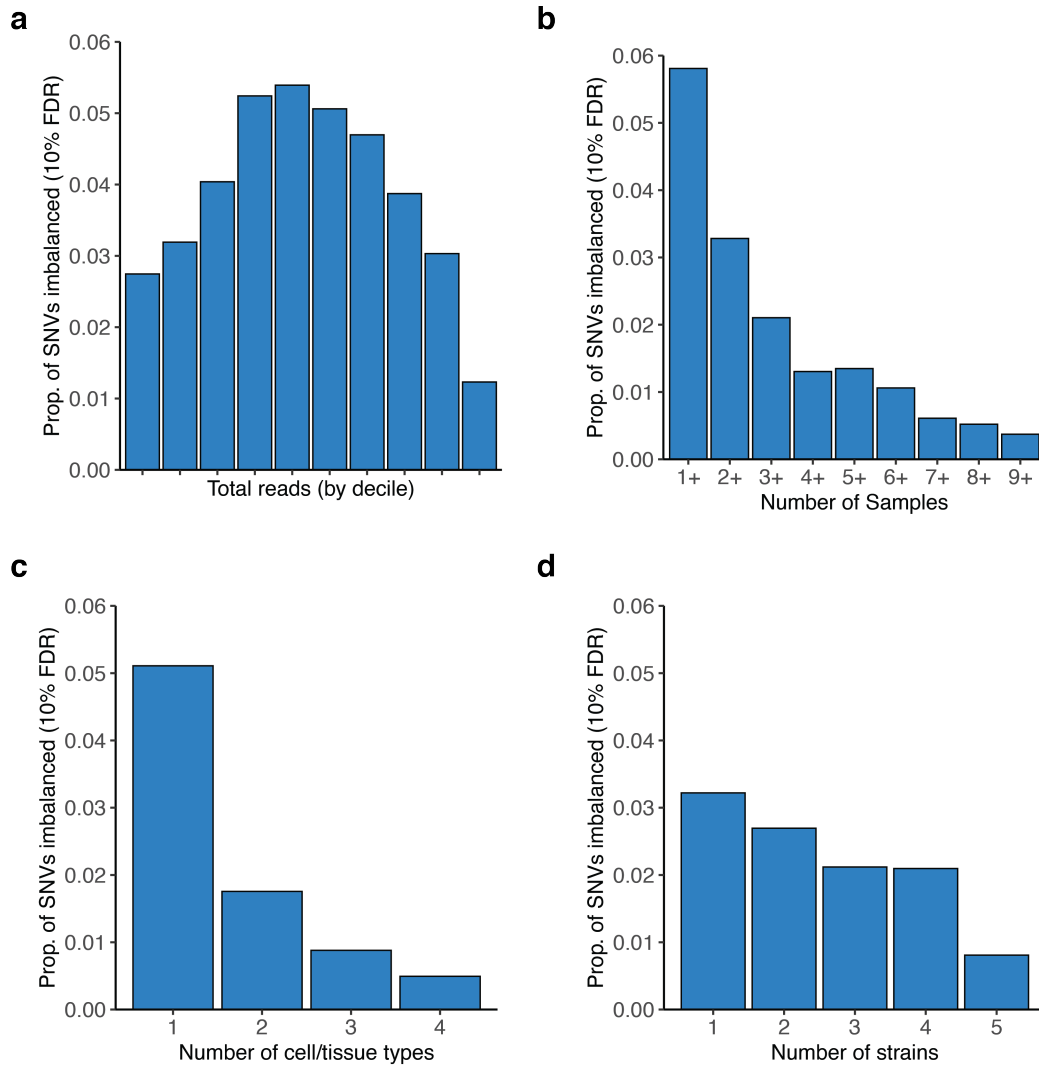

**Supplementary Fig. 4. Imbalance versus read depth and number of samples.**

**a.** Frequency of imbalance by total reads for that SNV across all samples. **b-d.** Frequency of imbalance by the number of samples (**b**), cell/tissue types (**c**), or strains (**d**) in which a SNV was measured. Data are summarized per Cell type (**a** and **c**,  $n=357,303$  SNVs), by sample (**b**,  $n=304,360$  SNVs), or by strain (**d**,  $n=404,215$  SNVs).

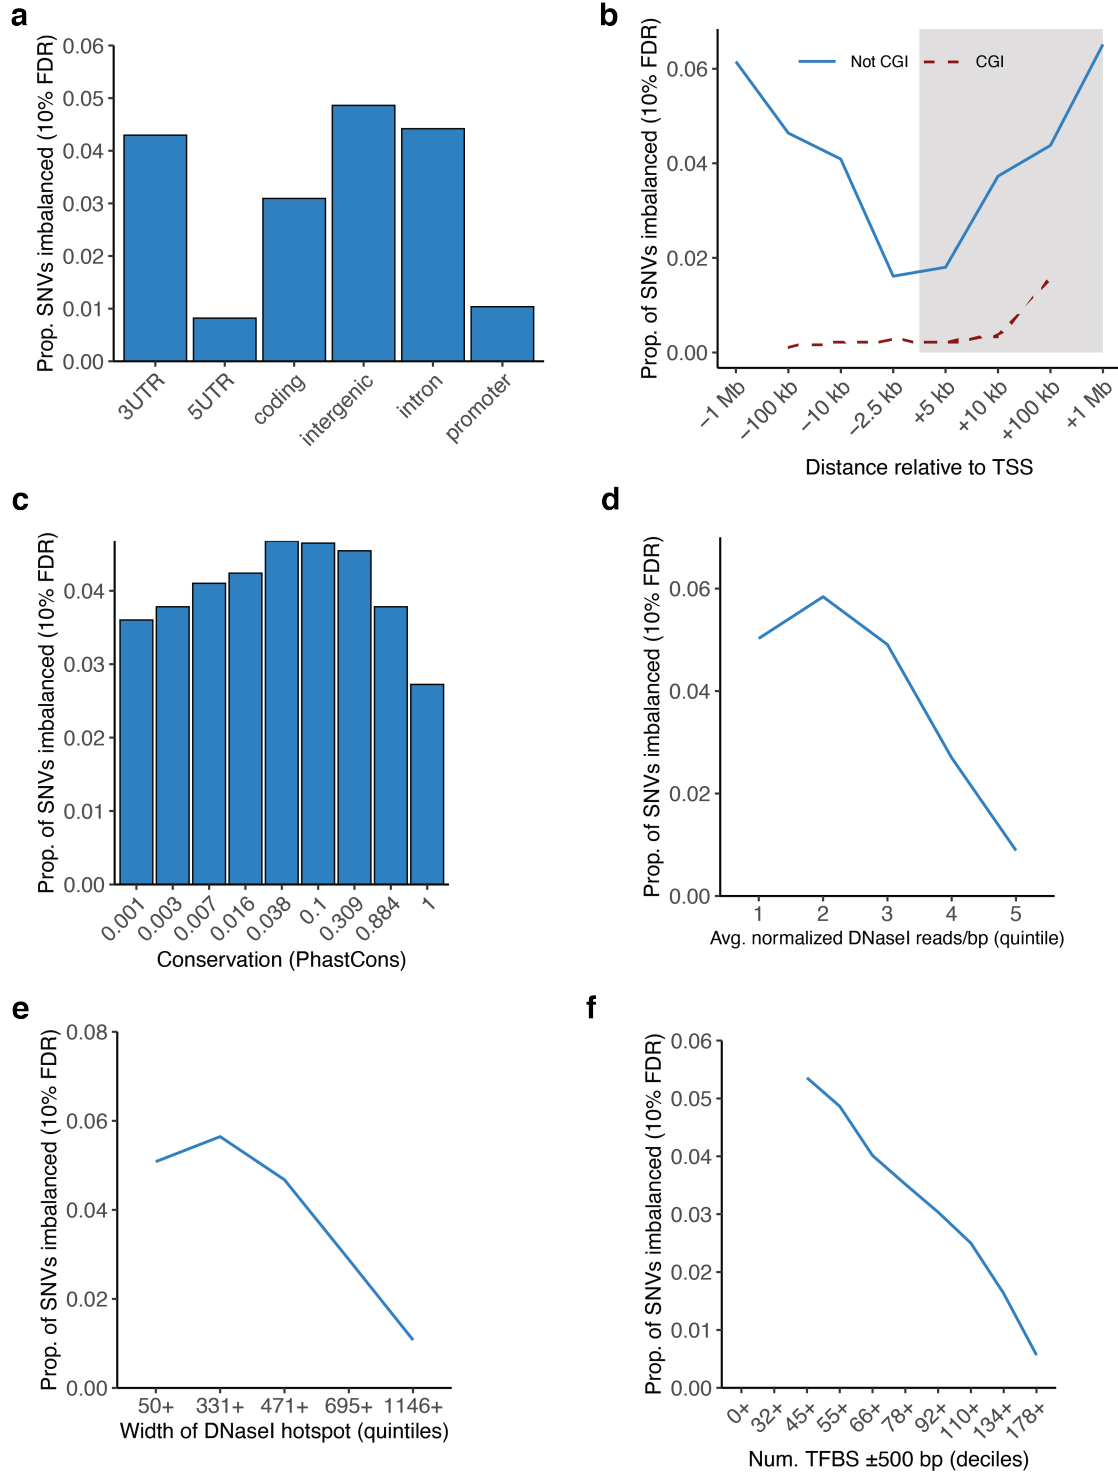

**Supplementary Fig. 5. Rates of imbalance for various genomic features.**

Frequency of imbalance relative to **a.** genic sequence, **b.** distance to transcription start site (TSS), **c.** phylogenetic conservation (PhastCons), **d.** DHS strength, **e.** DHS hotspot width, and **f.** number of nearby TFBS in footprints.

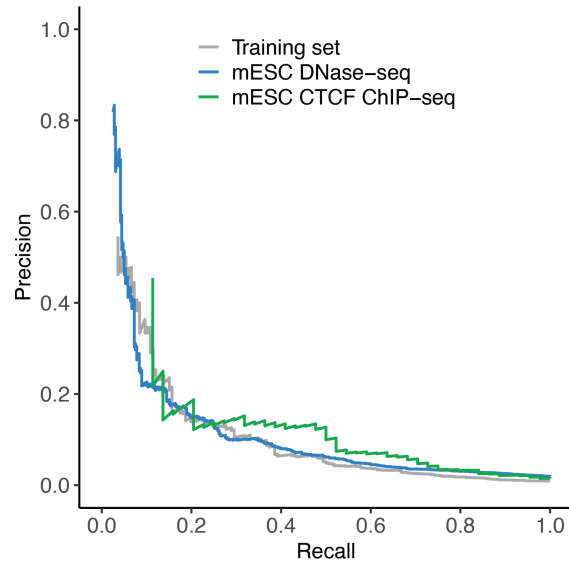

**Supplementary Fig. 6. CATO2 performance on mESC validation data.**

Precision-recall assessment of CATO2 predictions using independently generated allelic accessibility and CTCF occupancy from mESCs (n=18,211 and 2,995 SNVs tested for imbalance, respectively). Training set performance is shown at DHSs in common with mESC data. 

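Of the 115267 mESC DNase-seq hotspots, 80122 overlapped a hotspot of the 20 adult conditions by at least 1 bp, a share of 69.5% (95% Wilson interval 69.2 to 69.8%, which covers counting error only). The same hotspots shifted by 1 Mb overlapped in 22.5%. By tissue, 56.5% overlapped hotspots of liver, 57.0% of kidney, 57.6% of lung and 45.7% of B cells. After the shift, 13.2%, 10.7%, 11.2% and 7.30% did, so that the ratio of the shares was 4.29 in liver, 5.33 in kidney, 5.16 in lung and 6.27 in B cells. All 4 tissues shared 39.2% of mESC hotspots, and 30.5% were in none. The share moved most among the 20000 highest-scoring mESC hotspots, of which 92.1% overlapped adult hotspots and 32.3% did after the shift.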

For ChIP-seq, only predictions overlapping CTCF recognition sequences (FIMO  $P < 10^{-4}$ ) were assessed.

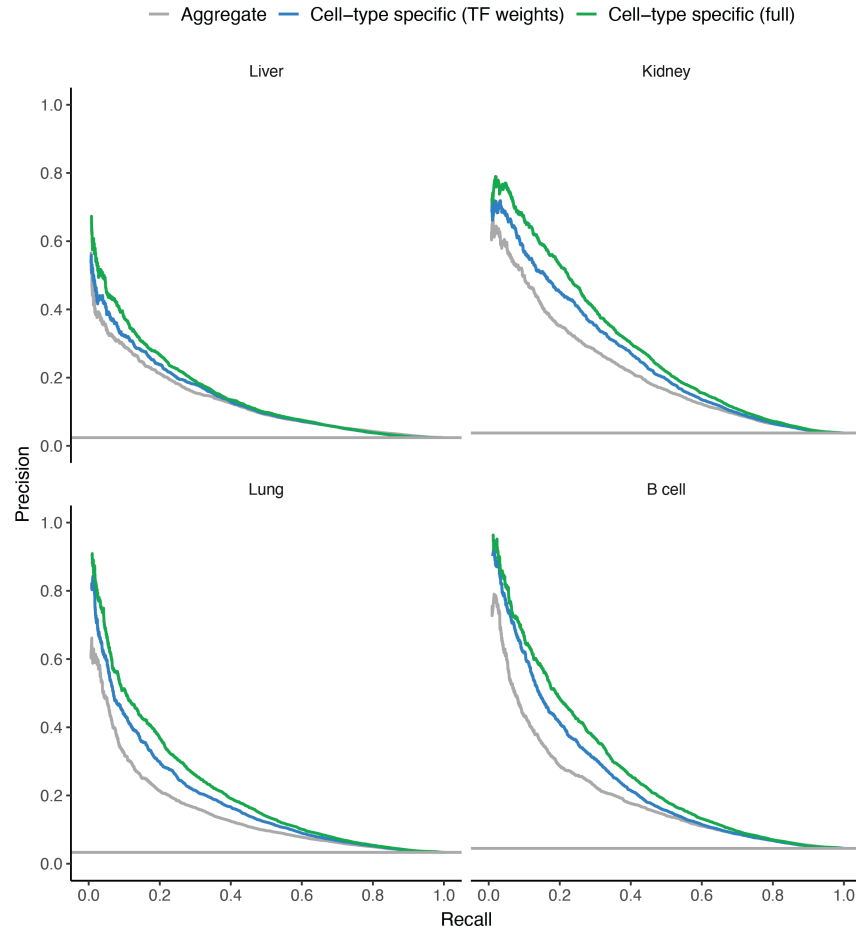

**Supplementary Fig. 7. CATO2 predictive performance for variation affecting TF occupancy.**

Precision-recall curves showing performance to predict imbalanced polymorphism. Shown are SNVs tested for imbalance in individual cell types. Solid lines represent performance of models trained using glmnet package to have cell-type specific weights for relevant TFs. Gray lines represent performance of a random classifier based on the proportion of true positives in dataset.

## Supplementary Tables

### Supplementary Table 1. Summary of DNase I samples in this study.

Analyzed reads were required to pass all mapping filters. Read counts are in millions. Signal Portion of Tags (SPOT) scores are a measure of enrichment and refer to the proportion of reads mapping within DHS; SPOT scores are reported from hotspot V1.

**Supplementary Table 2. Summary of DNase I data by strain and tissue type.**

| Strain   | Cell/tissue type | Analyzed reads | # Biological replicates | # Hotspots (5% FDR) |
|----------|------------------|----------------|-------------------------|---------------------|
| B6x129   | B cell           | 347,204,832    | 3                       | 117,910             |
| B6x129   | Kidney           | 170,705,656    | 2                       | 238,917             |
| B6x129   | Liver            | 617,160,439    | 2                       | 295,565             |
| B6x129   | Lung             | 298,565,608    | 2                       | 261,732             |
| B6xC3H   | B cell           | 190,135,121    | 6                       | 78,387              |
| B6xC3H   | Kidney           | 218,833,896    | 4                       | 203,372             |
| B6xC3H   | Liver            | 409,883,230    | 3                       | 215,510             |
| B6xC3H   | Lung             | 198,062,728    | 3                       | 152,006             |
| B6xCAST  | B cell           | 394,467,062    | 4                       | 156,078             |
| B6xCAST  | Kidney           | 404,999,564    | 4                       | 228,944             |
| B6xCAST  | Liver            | 413,748,454    | 6                       | 233,784             |
| B6xCAST  | Lung             | 543,296,869    | 5                       | 281,978             |
| B6xPWK   | B cell           | 376,482,554    | 3                       | 134,316             |
| B6xPWK   | Kidney           | 332,674,371    | 4                       | 231,416             |
| B6xPWK   | Liver            | 345,057,236    | 3                       | 242,731             |
| B6xPWK   | Lung             | 315,239,886    | 3                       | 194,034             |
| B6xSPRET | B cell           | 173,650,753    | 2                       | 91,621              |
| B6xSPRET | Kidney           | 127,799,573    | 3                       | 186,061             |
| B6xSPRET | Liver            | 239,422,480    | 3                       | 211,762             |
| B6xSPRET | Lung             | 170,021,189    | 2                       | 169,389             |

**Supplementary Table 3. Summary of TF models.**

Shown are TF motifs with enrichment of imbalanced SNVs. TF motifs were curated from multiple databases and annotated with gene name. Motifs with redundant sequence specificities by TOMTOM were identified and collapsed using a clustering approach<sup>4</sup>.

|                       | Total TFs in database | TFs overlapping sufficient variation                     |                                    |                        |
|-----------------------|-----------------------|----------------------------------------------------------|------------------------------------|------------------------|
|                       |                       | Human (166 individuals and 116 cell types <sup>4</sup> ) | Mouse (5 strains and 4 cell types) | Pooled human and mouse |
| TF motifs             | 2154                  | 509                                                      | 627                                | 857                    |
| TF genes              | 695                   | 268                                                      | 335                                | 430                    |
| TF motifs (collapsed) | 270                   | 82                                                       | 105                                | 131                    |

#### Supplementary Table 4. Summary of mESC samples in this study.

Analyzed reads were required to pass all mapping filters. Read counts are in millions. Signal Portion of Tags (SPOT) scores are a measure of enrichment and refer to the proportion of reads mapping within DHS; SPOT scores are reported from hotspot V1.

| Strain | Cell type | Experiment    | Sample ID | # Sequenced reads (M) | # Analyzed reads (M) | # Duplicate reads (M) | SPOT   |
|--------|-----------|---------------|-----------|-----------------------|----------------------|-----------------------|--------|
| B6xC3H | mESC      | DNase-seq     | BS02277A  | 63                    | 140                  | 14                    | 0.2798 |
| B6xC3H | mESC      | DNase-seq     | BS02283A  | 192                   | 128                  | 11                    | 0.2737 |
| B6xC3H | mESC      | CTCF ChIP-seq | BS03752A  | 61                    | 39                   | 24                    | 0.6104 |

#### Supplementary Table 5. Summary of RNA-seq samples in this study.

Uniquely mapped reads were required to pass all mapping filters. Nonredundant reads exclude PCR duplicates. Read counts are in millions. Samples IDs beginning with SRR are from SRA study SRP020526<sup>19</sup>.

| Strain   | Cell/tissue type | Sample ID | Num. pass filter alignments | Uniquely mapped reads | Nonredundant reads |
|----------|------------------|-----------|-----------------------------|-----------------------|--------------------|
| B6xC3H   | B cell           | DS38895   | 199                         | 173                   | 94                 |
| B6xC3H   | Kidney           | DS38815   | 128                         | 113                   | 77                 |
| B6xC3H   | Liver            | DS38822   | 132                         | 109                   | 67                 |
| B6xC3H   | Lung             | DS38808   | 112                         | 96                    | 69                 |
| B6xC3H   | B cell           | DS35975   | 117                         | 109                   | 80                 |
| B6xC3H   | Kidney           | SRR823460 | 75                          | 60                    | 46                 |
| B6xC3H   | Kidney           | SRR823468 | 130                         | 85                    | 50                 |
| B6xC3H   | Liver            | SRR823469 | 213                         | 148                   | 88                 |
| B6xC3H   | Liver            | SRR823474 | 221                         | 143                   | 88                 |
| B6xC3H   | Lung             | SRR823447 | 86                          | 74                    | 55                 |
| B6xC3H   | Lung             | SRR823448 | 104                         | 89                    | 64                 |
| B6xPWK   | B cell           | DS36866   | 80                          | 76                    | 56                 |
| B6xPWK   | B cell           | DS37551   | 116                         | 91                    | 61                 |
| B6xPWK   | Kidney           | DS37491   | 112                         | 107                   | 74                 |
| B6xPWK   | Liver            | DS37504   | 124                         | 100                   | 55                 |
| B6xPWK   | Lung             | DS37484   | 100                         | 92                    | 73                 |
| B6xSPRET | B cell           | DS39200   | 67                          | 60                    | 38                 |
| B6xSPRET | Kidney           | DS37587   | 103                         | 98                    | 67                 |
| B6xSPRET | Kidney           | DS38305   | 132                         | 111                   | 67                 |
| B6xSPRET | Liver            | DS37600   | 94                          | 87                    | 54                 |
| B6xSPRET | Liver            | DS38323   | 137                         | 114                   | 46                 |
| B6xSPRET | Lung             | DS37580   | 125                         | 115                   | 70                 |
| B6xSPRET | Lung             | DS38309   | 130                         | 107                   | 72                 |

#### Supplementary Table 6. PCR primers.

| Name | Sequence                     |
|------|------------------------------|
| P5   | 5'-AATGATACGGCGACCACCGAG-3'  |
| P7   | 5'-CAAGCAGAAGACGGCATACGAG-3' |

# Supplementary material for: Tissue context determines the penetrance of regulatory DNA variation
**Source:** Nat Commun. 2021 May 14;12:2850. doi: 10.1038/s41467-021-23139-3
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Details of sites tested for imbalance. Details of 357,303 SNVs tested for imbalance, including coordinates (mm10), read counts, P-value, and aggregate and per-cell/tissue type imbalance calls.

How the deposited data were processed for this re-analysis (not part of the article)

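DNase-seq was analysed in 67 samples of 20 conditions, with DNase-seq and CTCF ChIP-seq of mESCs, and RNA-seq in 17 samples. For DNase-seq, the authors mapped reads to mm10, pooled the samples of each strain and tissue and called hotspots with hotspot2 at FDR 5%. The deposited sets give each hotspot's position and its −log10 FDR, capped at 100. This value was used to rank and filter hotspots within a set. The share of hotspots at its ceiling was also compared between hybrids and related to depth. For RNA-seq, the deposited tables give the expected count and the TPM of each gene by RSEM, 1 table per sample, and the expected count is not normalized. Depth per condition was taken from Supplementary Table 2 and depth per RNA-seq sample from the sum of expected counts and from Supplementary Table 5. Gene positions and symbols were taken from GENCODE vM21 by gene ID, which gave a symbol to 53620 of 53715 genes.

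Samples were grouped by strain and tissue as the labels and the paper's tables give them. 1 RNA-seq B cell sample, whose strain differs between the labels and Supplementary Table 5, was left out of tests between strains. Since replicates were pooled in the hotspot files, the condition was the unit of every test on hotspots. The intervals of shares and of the CTCF ratio count single hotspots. Overlap was the base-pair Jaccard index, tested by 100000 permutations of tissue labels within strains. The relation of hotspot number to depth was tested on log10 values centred within tissue, with reads shuffled within tissue. The same relation was computed for the SPOT score, which makes 2 relations. Master lists merged hotspots overlapping by 1 bp or more. Shares of mESC and CTCF hotspots found in other sets were compared with the share after a shift of 1 Mb, and Wilson intervals have a confidence level of 95%. Motif densities counted matches of a consensus on both strands of the mm10 sequence per kb of hotspot, with an exact permutation test of 5 conditions against 15 and Benjamini-Hochberg adjustment over 16 tests.

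RNA-seq expected counts were rounded and tested with edgeR's quasi-likelihood test, TMM normalization and filterByExpr, with an adjusted p threshold of 0.05. Tissues were compared in a fit of all 17 samples and strains in a fit of 16 samples with tissue as a covariate. Each was compared with 100 splits of the samples. DESeq2 and limma on log2(TPM + 1) were alternatives. The genes named were fixed before the data were examined: the genes the paper names, sex-linked genes, per tissue the 3 with the largest positive log2 fold change among called genes with a mean of at least 100 CPM in that tissue, and per strain comparison the 5 with the largest absolute log2 fold change among called genes with a mean of at least 5 CPM and 1 direction in every tissue. On simulated data, 200 genes were changed by a fold change of 4. The liver comparison (4479 genes) recovered 97.5% of them, with false calls making up 3.47% of calls. The comparison of B6xSPRET with B6xPWK (4976 genes) recovered 94.5%, with 2.58%. In the real data 1938 genes were called in liver, many more than the simulated 200. The simulated share of false calls need not hold for that comparison. The Jaccard index, correlations, motif counts and relations across genes were also tested on simulated data. The low counts limit the RNA-seq tests to the genes that passed the filter.

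The alternatives were a threshold of FDR 1%, the 75000 highest-scoring hotspots of a condition (20000 for mESCs), other overlap and merging rules, other counts filters and tests, and leaving out each strain or replicate in turn. Some further settings and tests were added after the data had been examined, and the closing section names them. Not every gene the paper names is reported here. Allelic imbalance was not analysed here, and Supplementary Data 1, of which only part was at hand, was not used. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pyfaidx 0.9.0.4 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.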

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

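All tests of explanations in this part except that of the Y genes were chosen after the result was seen, and the Dixon comparisons were set up with several of the values already known. Dixon's test was applied to 36 groups of samples or conditions and set apart 3 values, where chance alone sets apart about 1 in 20 groups, so any of the 3 can have arisen by chance.

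In kidney, the hotspots of B6xSPRET covered 63.6 Mb, against 79.1 to 85.2 Mb in the other hybrids. B6xSPRET kidney also had the fewest analyzed reads, 127.8 M in Supplementary Table 2. Against the relation of base pairs covered to analyzed reads fitted on the other 19 conditions, its value lay 0.827 residual SDs above the fit, so depth may account for it. Divergence of the SPRET parent, which is another species, stays open and was not tested for this value.

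In liver, 8.82% of the hotspots of B6xSPRET were at the highest score, against 12.9 to 14.2% in the other hybrids. Its value lay -0.049 residual SDs from the relation to analyzed reads fitted on the other 19 conditions, so depth may account for this as well. Divergence of the parents stays open, since B6xSPRET has the fewest reads in each tissue.

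In the B6xPWK lung RNA-seq library, genes with exons opposite another gene's exons held 73.4% of the counts, against 82.6 to 83.8% in the other lung libraries. For a few genes taking most of the counts, the values are mixed. The 10 highest genes held 15.4% of the counts, just below the 15.5 to 18.2% of the other lung libraries. The highest gene alone held 6.56%, against 2.68 to 4.16%. Without the 10 highest genes, the share on genes with opposite-strand exons was 70.5% against 78.8 to 80.8%. By the criterion first written down, the loss of Dixon's call without these genes, this explanation would have held, since the gap over the range fell to 0.798. The share of the 10 highest genes was made the deciding value after that outcome was seen. A few genes taking most of the counts therefore stays open. Weaker strand selection requires a lower share of opposite-strand pairs with more counts on the non-coding gene. The share was 78.6%, below the 79.2 to 81.8% of the other lung libraries, by 0.589 percentage points where the others span 2.64. With 1 library against 3, no exact test gives a p below 0.25, so weaker strand selection cannot be told apart from chance variation between libraries. The library is the only one of B6xPWK lung, so an effect of the hybrid stays open and was not tested.

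The mESC hotspots, unlike the adult sets, include chromosome Y, with 56 DNase-seq and 130 CTCF hotspots, although the methods leave this chromosome out of the strain-specific genomes and keep reads on the autosomes and chromosome X. The reason for this difference was not tested. DNase-seq hotspots lay within 2 kb of the start of 3 of 4 single-copy Y genes, Ddx3y, Eif2s3y and Uty but not Kdm5d, which is consistent with a Y chromosome in the cells. CTCF hotspots lay at 1 of the 4, Kdm5d. Reads from related sequence on chromosome X were not tested and stay open.

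In the RNA-seq tables, pairs of a protein-coding and a non-coding gene with exons on opposite strands had more counts on the non-coding gene in a median of 79.2% of pairs per sample (74.3 to 82.4% over 17 samples). Shallow sequencing is argued against by the 10 housekeeping genes: their median was 17.5 CPM (5.29 to 33.5), where the mean of detected genes was 79.6 (65.7 to 151). Genomic DNA in the libraries is argued against because genes with opposite-strand exons held a median of 3.01 times their share of exonic length. That the tables count the strand opposite to the transcripts stays open as a candidate explanation. It requires that the counts follow accessibility at the start of the gene on the opposite strand more than at the gene's own start, which was tested in 1400 pairs of genes with overlapping exons and starts at least 10 kb apart. Across 1849 genes, which are not independent replicates, the tissue log2 fold change had a mean r over the 4 tissues of 0.152 with the tissue's excess of DHSs within 2 kb of the opposite gene's start and of 0.0937 with that at its own, a difference of 0.0580 (permutation p = 0.008 over 1000 swaps of the starts). By tissue, the difference was 0.114 in kidney, 0.0705 in lung, 0.0894 in B cells and -0.042 in liver, and the tissues were not tested singly. The counts were already known to follow accessibility downstream of the annotated start more than upstream, by 0.143 in genes without opposite-strand exons, which favours starts at a distance. Counting of the opposite strand therefore cannot be told apart from this relation by the difference. No biological explanation was tested.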

How the results depend on the processing

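Chosen after the result was seen were the width-weighted median, the other rules for the lists per hybrid and the exchange of tissues within hybrids, and all other alternatives in this part were set before the data were examined. Over 102 results, 878 alternative values were computed. The overlap of same-tissue sets kept its direction and its side of the threshold under all alternatives run, and each set stayed closest to a set of its own tissue. With each hybrid left out in turn, the index within tissues ran from 0.572 to 0.598 (permutation p = 0.0001 each), and no shuffle exceeded the observed value. The mean number of hotspots ran from 188212 to 204765 across these fits.

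The median hotspot width was 296 bp at FDR 1%, 454 bp in the 75000 highest-scoring hotspots, 227 bp in the merged list and 480 bp with each hotspot weighted by its width. With the 75000 highest-scoring hotspots, the master list held 95991 DHSs in liver, 98716 in kidney, 105340 in lung and 100478 in B cells. With a hotspot in 2 or more strains, it held 222617, 208931, 210495 and 103549. Both settings keep fewer DHSs by construction. The share of DHSs found in 1 tissue was 60.3% at FDR 1%, 61.6% with the 75000 highest-scoring hotspots, 60.6% when merged within 150 bp and 55.7% with 2 or more strains, and ran from 63.6 to 64.7% with each hybrid left out. At FDR 1%, with an overlap of 50% of the hotspot and in the 20000 highest-scoring hotspots, the share of mESC hotspots found in adult tissues was 73.0%, 63.1% and 92.1%, against 21.8%, 12.5% and 32.3% after a shift of 1 Mb. The share of CTCF hotspots found in mESC DNase-seq hotspots was then 43.2%, 22.5% and 93.5%, against 3.57%, 1.81% and 5.68% after the shift. Except for the settings that keep fewer DHSs, the cause was not tested.

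The relation of hotspot number to depth changed direction with the number of biological replicates as depth (r = -0.042, permutation p = 0.88). It kept its direction and its side of the threshold at FDR 1%, with base pairs covered (r = 0.803) and with each hybrid left out (r from 0.726 to 0.837). The closeness of the laboratory-strain hybrids passed the threshold under 1 of 3 alternatives, the share of the smaller set, with a rank sum of 10 (exact p = 0.021). The other alternatives gave 19 (exact p = 0.34) and 22 (exact p = 0.53). The cause was not tested for either.

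The reversed consensus, a control of base composition, is another sequence, so its direction does not reverse a motif's result. It does not keep CG pairs: CCGGAAGT holds a CG and its reverse does not. Its densities per kb lay in the direction opposite to the motif's for ETS in B cells (0.0426) and liver (0.0474). The same held for CEBP in liver (0.000368), kidney (0.00132) and B cells (0.000917). It also held for ETS in lung (0.0435) and CEBP in lung (0.000593), which were past the threshold in neither setting. The reversed HNF1 consensus was not past the threshold in liver (0.000196), but it was in kidney (0.00024) and, by its absence, in B cells (adjusted p = 0.00052 by the same exact permutation test). Over all hotspots, HNF1 in kidney (0.000657) and B cells (4.28e-05), CEBP in lung (0.00601) and kidney (0.00323) and AP-1 in B cells (0.198) passed the threshold and CEBP in liver (0.00562) did not. In the central 150 bp, CEBP in B cells (0.000469) no longer passed it, and ETS in kidney (0.0140) changed direction without passing it in either setting. The main test of 5 conditions against 15 does not use the hybrid. With tissues exchanged within hybrids, which gives 1024 exact arrangements, CEBP in B cells no longer passed the threshold (adjusted p = 0.086) and each other motif and tissue kept its side of it. The cause was not tested.

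Without a filter on low counts, which tests more genes, the counts of called genes were 3199 for liver, 2777 for kidney, 4334 for lung and 5326 for B cells, and 248 and 212 for B6xSPRET against B6xPWK and B6xC3H. With limma on log2(TPM + 1) they were 3526 for liver, 60 for B6xPWK and 43 for B6xC3H, and the cause was not tested. The share of called genes that were higher also depends on the method. By edgeR it was 50.3% in liver, 71.4% in kidney, 63.9% in lung, 52.1% in B cells, 55.9% against B6xPWK and 66.7% against B6xC3H. By limma it was 10.4%, 42.4%, 86.1%, 63.2%, 40% and 90.7%. DESeq2 moved kidney by over 10 points, to 58.0%, and no other comparison as far. Without the filter on low counts, the share by edgeR was 86.3% in kidney and 88.6% in lung. It was then 52.0% in liver, 59.0% in B cells, 53.6% against B6xPWK and 71.7% against B6xC3H. No direction is therefore drawn from these shares.

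Across the fits that each left out 1 library, the counts ran from 1678 to 2017 in liver, 1252 to 1499 in kidney, 1743 to 2104 in lung and 2696 to 2875 in B cells. Against B6xPWK they ran from 66 to 133, with 66 without the B6xPWK kidney library and 73 without the B6xPWK lung library. Against B6xC3H they ran from 58 to 126, with 58 without the B6xC3H kidney library and 67 without the B6xC3H liver library. These libraries are the only ones of their hybrid and tissue.

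Of the alternatives for single genes, other motifs, distances and lists per hybrid, 578 left the result as it was, 11 took it below the threshold, 6 took it past the threshold, 3 reversed it and 5 moved it. The gene among them was Etf1, with a log2 fold change of 3.72 and an adjusted p of 0.083 by limma. Low counts limit the RNA-seq tests to 4479 genes for tissues and 4976 for strains. No paired analysis was possible because replicates are pooled in the hotspot sets and the RNA-seq groups compared share no replicate numbers. The hybrid could be used in place of a replicate number: with it as a covariate in the 16 samples of known hybrid, the counts of called genes were 1968 for liver, 1525 for kidney, 2182 for lung and 2712 for B cells, each within 1.5 times the count without it.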

Differences from the paper's values

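No test was chosen after the result was seen, but 1 setting was, the width-weighted median. The paper's median width of DHS hotspots is about 700 bp in Fig. 1i, read by eye, for hotspots that overlap SNVs. Over all hotspots, the median was 265 bp here. None of the alternatives set before the data were examined closed the gap, with 296 bp at FDR 1%, 266 bp on the autosomes, 454 bp in the 75000 highest-scoring hotspots and 227 bp in the merged list. Weighting each hotspot by its width, chosen after seeing the values, gave 480 bp, which is within 1.5 times the paper's value. Overlap with SNVs was not used here.

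In units of 1000 DHSs, the paper's master list for B cells holds about 130 in Fig. 1h, read by eye, and the merged list held 202.6 here. Each of the alternatives set before the data were examined that kept all hybrids came within 1.5 times the paper's value, with 155.1 at FDR 1%, 178.7 when merged within 150 bp, 100.5 with the 75000 highest-scoring hotspots and 103.5 with a hotspot in 2 or more strains. In the other tissues the merged list was within 1.5 times the paper's value, and the 75000 highest-scoring hotspots took it out of that range, with 96.0 in liver, 98.7 in kidney and 105.3 in lung, where the paper's lists hold about 260, about 240 and about 250 in Fig. 1h, read by eye.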

Other observations

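Chosen after the result was seen were the tests of depth and signal-to-noise for hotspot numbers and the tests of parental divergence and depth for strong hotspots of 1 hybrid. The tests of the CTCF label, of opposite-strand reads and of other splits of the samples were not.

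Hotspot numbers differed between hybrids of a tissue. Sequencing depth may account for part of this, with a Pearson's r of 0.772 within tissues. For the SPOT score, a measure of signal-to-noise, r was 0.464 (permutation p = 0.078) and rho 0.346 (permutation p = 0.19) over the 20 conditions, and r was 0.296 without the 2 farthest. Signal-to-noise therefore cannot be told apart from no relation with this number of conditions. Adjusted over both relations, p was 0.00038 for depth and 0.078 for SPOT. Differences between the hybrids themselves stay open.

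The hypothesis that the hybrids of the laboratory strains 129S1/SvImJ and C3H/HeJ have the most similar hotspots did not pass the threshold by the Jaccard index. Their pair ranked 2 of 10 in liver, 4 in kidney, 9 in lung and 7 in B cells, a rank sum of 22 (exact p = 0.53). The index cannot exceed the ratio of the lengths 2 sets cover. B6xC3H covered 43.8 Mb in lung and 29.0 Mb in B cells, where B6x129 covered 84.3 and 54.8 Mb. The low ranks in these tissues therefore do not show that the hotspots differ. By the share of the smaller set, the rank sum was 10 (exact p = 0.021).

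Among the 75000 highest-scoring hotspots of each condition, the share that no other hybrid of the tissue has was highest in B6xSPRET in each of the 4 tissues (exact p = 0.0016). It was 1.74% in liver, 1.00% in kidney, 1.15% in lung and 6.73% in B cells, where B6xC3H had 6.66% and 75000 hotspots are nearly the whole B6xC3H set of 78387. B6xSPRET was also highest in each tissue among the 20000 highest-scoring hotspots, with 0.316% ± 0.056 (mean ± SD, n = 4 tissues). Hotspots tied at the ceiling of the score were ordered by genomic position. In the other liver sets and in B6xCAST B cells, more than 20000 hotspots were tied there. Only the first of these along the genome were compared, so the ranks in liver and B cells compare unlike sets. The relations of this share to depth have the same limit. This is consistent with divergence of the SPRET parent, but B6xSPRET also has the fewest analyzed reads in each tissue. Over all 5 hybrids the share among the 75000 hotspots fell with depth, though not past the threshold (r = -0.414, permutation p = 0.096, rho = -0.412, permutation p = 0.099, and r = -0.365 without the 2 farthest, 20 conditions). Among the 4 other hybrids it did not fall with depth (r = 0.153, permutation p = 0.61, rho = 0.05, permutation p = 0.87, and r = 0.324 without the 2 farthest, 16 conditions). Among the 20000 hotspots r was 0.0336 over all 5 hybrids (permutation p = 0.90) and 0.575 among the 4 others (permutation p = 0.059, rho = 0.524, permutation p = 0.082, and r = 0.587 without the 2 farthest). Among the 75000 hotspots, B6xCAST and B6xPWK had higher shares than B6x129 and B6xC3H in liver, kidney and lung. In liver they had 0.521% and 0.523%, against 0.167% and 0.108%. In B cells B6xC3H lay above both, which had 2.79% and 2.42%. This order was not tested. Depth and divergence cannot be told apart for B6xSPRET itself, because the design confounds them.

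Of 98110 CTCF hotspots in mESCs, 38.0% overlapped an mESC DNase-seq hotspot, against 3.46% after a shift of 1 Mb. Since 1 label names another assay for this set, matches of the CTCF consensus CCASYAGRKGGC were counted. They were in 24.25% of the 20000 highest-scoring CTCF hotspots and in 10.8% of those of DNase-seq, a ratio of 2.24. Its 95% interval, 2.14 to 2.35, covers counting error only. If DNase-seq data under the ChIP-seq label give a ratio of 1, this argues against that explanation. The ratio between 2 DNase-seq sets, and so its spread, was not measured. The ratio of 2.24 is smaller than the several-fold difference written down beforehand for ChIP-seq data.

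Motif matches per kb were counted in hotspots that overlap no hotspot of another tissue, without alleles, unlike Fig. 5. AP-1 (TGASTCA) had 0.435 ± 0.016 in lung (SD, n = 5 conditions) and 0.226 ± 0.012 in the 15 others (exact permutation p = 6.4e-05, adjusted 0.00052 over 16 tests). CEBP (TTGCGCAA) had 0.00590 ± 0.00062 in liver and 0.00143 ± 0.00132 in the others (exact permutation p = 6.4e-05, adjusted 0.00052). In both, each of the 5 sets lay above each of the 15 others. HNF1 (GTTAATNATTAAC) had 0.000575 ± 0.000074 in liver and 0.000102 ± 0.000162 in the others (exact permutation p = 0.00013, adjusted 0.00069). The liver value rests on 8 to 13 matches per set. Sets of a tissue overlap, with a Jaccard index of 0.509 to 0.696 in liver over all hotspots. The 5 conditions of a tissue can therefore count the same sites and are not independent. ETS (CCGGAAGT) had 0.0156 ± 0.0027 in B cells and 0.0105 ± 0.0024 in the others (exact permutation p = 0.0011, adjusted 0.0035). HNF1 in kidney (adjusted p = 0.47) and CEBP in lung (adjusted p = 0.57) did not pass the threshold of the same exact test. The 15 others then include the liver sets, which had the highest mean for both motifs, so this test can miss a second enriched tissue. HNF1 had 0.000306 ± 0.000118 in kidney, on 2 to 5 matches per set, and no matches in lung and B cells. CEBP had 0.00315 ± 0.00058 in lung, 0.000608 ± 0.00018 in kidney and 0.000529 ± 0.000376 in B cells. These differences without liver were not tested. The reversed AP-1 consensus was also higher in lung, at 0.226 against 0.204 (exact permutation p = 6.4e-05).

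Whether the RNA-seq tables count the strand opposite to the transcripts stays open, and the following are not read as transcript levels. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1938 of 4479 genes differed between liver and the other tissues, 1456 for kidney, 2072 for lung and 2817 for B cells. Between strains, 111 of 4976 genes differed between B6xSPRET and B6xPWK and 111 between B6xSPRET and B6xC3H. In each of the 6 comparisons, 1 of the 100 splits drawn, the real one, gave as many genes. The highest count of another split was 1670 for liver, 35 for kidney, 109 for lung, 894 for B cells, 15 for B6xPWK and 11 for B6xC3H. The largest log2 fold change was that of B430119L08Rik in liver (12.75, standard error 0.55, adjusted p = 7.0e-15 by edgeR), Gm44588 in kidney (14.33, standard error 0.53, adjusted p = 1.2e-14 by edgeR) and Gm47139 in lung (8.95, standard error 0.44, adjusted p = 2.4e-12 by edgeR), among genes with at least 100 CPM in the tissue. Gm12679 had 179 ± 98 CPM in B cells (SD, n = 5) and no counts in any of the 12 other samples. Bnip3l had no counts in any of the 7 B6xSPRET samples and 44.1 ± 29.9 CPM in B6xPWK (SD, n = 5). Als2cr12 had 135 ± 34 CPM in B6xSPRET (SD, n = 7) and 0.828 ± 1.068 in B6xC3H (SD, n = 4). Pparg, Dynlrb2 and Spic, which the paper names, had at most 1 count in any sample.

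Across 4458 genes, which are not independent replicates, the tissue log2 fold change was correlated with the tissue's excess of DHSs around the annotated start. Of the 5 distances on either side, r was highest 25 to 100 kb downstream, at 0.268 in liver, 0.280 in kidney, 0.225 in lung and 0.291 in B cells, against 0.122, 0.124, 0.105 and 0.148 at that distance upstream (permutation p = 0.001 each, the smallest that 1000 permutations give, adjusted 0.0013 over 40 relations). Within 10 kb, r was higher upstream in liver (0.186 against 0.164) and B cells (0.191 against 0.18) and higher downstream in kidney (0.203 against 0.171) and lung (0.185 against 0.157). With DHSs found in all 5 strains, it was higher downstream in liver (0.179 against 0.132) and B cells (0.218 against 0.134) as well, and by Spearman's rho also in B cells (0.158 against 0.156). The differences within 10 kb were not tested. The highest value lay 10 to 25 kb downstream in liver by Spearman's rho (0.217 against 0.215 at 25 to 100 kb) and in lung among called genes (0.247 against 0.240). The hypothesis that reads of annotated exons on the opposite strand cause the downstream excess at 25 to 100 kb requires a larger excess in genes with exons opposite another gene's exons. The excess was 0.141 in these 2814 genes and 0.143 in the 1644 others, a difference of -0.0016 (permutation p = 0.96), which argues against it. Opposite-strand transcription outside annotated exons, introns included, can add reads to both groups of genes, so this comparison cannot exclude it. It was not tested and stays open, and no biological explanation was tested.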
